# Knockdown of CNN3 Impairs Myoblast Proliferation, Differentiation, and Protein Synthesis via the mTOR Pathway

**DOI:** 10.3389/fphys.2021.659272

**Published:** 2021-07-08

**Authors:** Yanling She, Cheng Li, Ting Jiang, Si Lei, Shanyao Zhou, Huacai Shi, Rui Chen

**Keywords:** CNN3, C2C12 myoblasts, proliferation, differentiation, protein synthesis, mTOR pathway

## Abstract

**Background:**

Myogenesis is a complex process that requires optimal outside–in substrate–cell signaling. Calponin 3 (CNN3) plays an important role in regulating myogenic differentiation and muscle regeneration; however, the precise function of CNN3 in myogenesis regulation remains poorly understood. Here, we investigated the role of CNN3 in a knockdown model in the mouse muscle cell line C2C12.

**Methods:**

Myoblast proliferation, migration, differentiation, fusion, and protein synthesis were examined in CNN3 knockdown C2C12 mouse muscle cells. Involvement of the mTOR pathway in CNN3 signaling was explored by treating cells with the mTOR activator MHY1485. The regulatory mechanisms of CNN3 in myogenesis were further examined by RNA sequencing and subsequent gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene set enrichment analysis (GSEA).

**Results:**

During proliferation, CNN3 knockdown caused a decrease in cell proliferation and migration. During differentiation, CNN3 knockdown inhibited myogenic differentiation, fusion, and protein synthesis in C2C12 cells via the AKT/mTOR and AMPK/mTOR pathways; this effect was reversed by MHY1485 treatment. Finally, KEGG and GSEA indicated that the NOD-like receptor signaling pathway is affected in CNN3 knockdown cell lines.

**Conclusion:**

CNN3 may promote C2C12 cell growth by regulating AKT/mTOR and AMPK/mTOR signaling. The KEGG and GSEA indicated that inhibiting CNN3 may activate several pathways, including the NOD-like receptor pathway and pathways involved in necroptosis, apoptosis, and inflammation.

## Introduction

Skeletal muscle occupies∼40% of the mammalian body and is essential for maintaining posture, locomotion, blood circulation, breathing, and metabolism (Zurlo et al., 1990; Simionescu-Bankston and Kumar, 2016). Skeletal muscle loss occurs at a rate of 1–5% annually from the age of 30 years; this is related to worse outcomes after falls in older age groups and is a compelling reason for physical therapy interventions (Avers and Brown, 2009). Therefore, it is vital to prevent skeletal muscle loss.

Calponin (CNN), which was first identified in chicken gizzard smooth muscle, induces actin polymerization (Takahashi et al., 1986; Rozenblum and Gimona, 2008). There are three genetic isoforms of CNN: h1 or basic CNN (CNN1), h2 or neutral CNN (CNN2), and h3 or acidic CNN (CNN3) (Hirata et al., 2016; Liu and Jin, 2016), which have largely conserved structures (Liu and Jin, 2016; Feng et al., 2019). It has been showed that both CNN2 and CNN3 were highly expressed in C2C12 cells (Shibukawa et al., 2010; Jiang et al., 2014). CNN3 binds to F-actin and is essential for cytoskeletal rearrangement and wound healing (Daimon et al., 2013; Ciuba et al., 2018). CNN3 is highly expressed in the brain (Junghans and Herzog, 2018), cancers (Hong et al., 2019; Nair et al., 2019; Xia et al., 2020), smooth muscle (Ma et al., 2020), and human placenta cytotrophoblasts (Shibukawa et al., 2010; Appel et al., 2014). High-throughput transcriptomic analysis in patients with hematological malignancies revealed that CNN3 expression can be used as a marker of systemic inflammatory response syndrome or sepsis (Labiad et al., 2018). Loss of CNN3 in embryonic neuronal stem cells increases the number of newly formed neurospheres and affects neurosphere size by activating Wnt signaling pathways (Junghans and Herzog, 2018). CNN3 is also a negative regulator of trophoblast fusion. Furthermore, depletion of CNN3 promoted actin cytoskeletal rearrangement and syncytium formation in human choriocarcinoma cell line (Shibukawa et al., 2010). CNN3 plays an important role in stress fiber formation in primary fibroblasts, as CNN3 knockdown led to a decrease in cell motility and contractility (Daimon et al., 2013). In lens epithelial cells and explants, reduced CNN3 expression augmented contractility, plasticity, fibrogenic activity, and mechanosensitive Yap/Taz transcriptional activation (Maddala et al., 2020). In nude rats transplanted with human skeletal myoblasts in infarcted myocardium, the expression of CNN3 was upregulated 1 month after transplant (Perez-Ilzarbe et al., 2008). CNN3 is also associated with skeletal muscle growth (Shibukawa et al., 2013; Tang et al., 2014); however, how CNN3 regulates myogenesis remains largely unknown.

Hyperactivation of mammalian target of rapamycin (mTOR) signaling increases cell and tissue growth (Matsumoto et al., 2017). mTOR is activated by insulin, nutrients, growth factors, stress, and cellular energy (Choi et al., 2016). AMP-activated protein kinase (AMPK) is an energy sensor essential for cellular growth and energy homeostasis (Joshi-Barr et al., 2014). AMPK regulates mTOR by phosphorylating it at Thr2446, which prevents AKT-mediated phosphorylation of mTOR at Ser2448 (Kj bsted et al., 2018). The AKT/mTOR pathway is a crucial regulator of skeletal muscle and is downregulated during muscle atrophy and upregulated during hypertrophy *in vivo* (Scrimgeour et al., 2001). In addition, we recently found that mTOR is involved in the regulation of autophagy and muscle protein degradation under hypoxic conditions (Chen et al., 2017). It is essential to investigate the effects of mTOR on muscle cells to gain a better understanding of myogenesis.

In this study, we investigated the function and mechanisms of CNN3 during myogenesis. This work has revealed novel mechanisms of CNN3 and suggests that CNN3 regulates the mTOR pathway during muscle development.

## Materials and Methods

### Animals

Male C57BL/6 mice (5 weeks old) were obtained from the Animal Laboratory of Sun Yat-sen University. All mice were acclimated to the conditions for 1 week before experimentation. The mice were maintained under standard conditions of 22 ± 2°C, 50–60% relative humidity, and alternate dark–light cycles. Food and water were provided *ad libitum*. Mice were injected with 100 μL of 10 μM cardiotoxin (CTX; Zhongxin Dongtai Nano-Gene Biotechnology Co., Ltd., China) into the hindlimb muscles (Singh et al., 2014). The tibialis anterior muscles were harvested and processed for analysis at 0, 1, 3, 5, 7, and 14 days after injection. All animal procedures were according to the Suggestions for the Care and Use of Laboratory Animals provided by the Ministry of Science and Technology of the People’s Republic of China. This study was approved by the Ethics Committee of Guangdong Second Provincial General Hospital (no: 20200622-GZSKJ-59).

### C2C12 Cell Culture

The C2C12 mouse myoblast line (Stem Cell Bank, Chinese Academy of Sciences, Shanghai, China) was cultured in Dulbecco’s modified Eagle medium (DMEM), high glucose (Gibco; Thermo Fisher Scientific, Inc., Waltham, MA, United States) supplemented with 10% fetal bovine serum (Gibco; Thermo Fisher Scientific, Inc.,), 100 U/mL penicillin, and 100 μg/mL streptomycin in 5% CO_2_ at 37°C. When the cells reached 80–90% confluence, differentiation was induced by incubation in DMEM containing 2% horse serum (Gibco; Thermo Fisher Scientific, Inc.,).

### *In vitro* siRNA Transfection

C2C12 cells (5 × 10^4^) were seeded in six-well plates and incubated in 5% CO_2_ at 37°C for 8 h until the cell density attained was 30–40%. A solution of 60 nM siRNA (Shanghai GenePharma Co., Ltd., Shanghai, China) and 4.5 μL Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific, Inc.) was incubated at room temperature for 15 min and then added dropwise onto cells. For cell differentiation, the transfection was repeated at 72 h after the first transfection. The cells were harvested at 48 and 144 h for proliferation and differentiation analyses, respectively. 

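Cnn3 lies on chromosome 3 of the mouse genome build GRCm38, from 121426497 to 121458207. The longest of its transcripts in the deposited data has 2049 nucleotides and 7 exons. The sense sequence of CNN3 siRNA1, without its overhang, matched nucleotides 397 to 415 of that transcript, in exon 2 (chromosome 3, 121450013 to 121450031), where the reference reads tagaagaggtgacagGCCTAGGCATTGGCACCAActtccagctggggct with the matched bases in capitals. CNN3 siRNA2 matched nucleotides 685 to 703, in exon 5 (121451908 to 121451926), in the sequence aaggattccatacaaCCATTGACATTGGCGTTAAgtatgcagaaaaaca. CNN3 siRNA3 matched nucleotides 1139 to 1157, in exon 7 (121457297 to 121457315), in the sequence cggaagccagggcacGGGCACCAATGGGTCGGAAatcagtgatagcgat. The 3 sites lie in the coding sequence, and each CNN3 siRNA matched the transcript at 1 place. The NC siRNA had 0 matches in it.

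**Figure D1:**
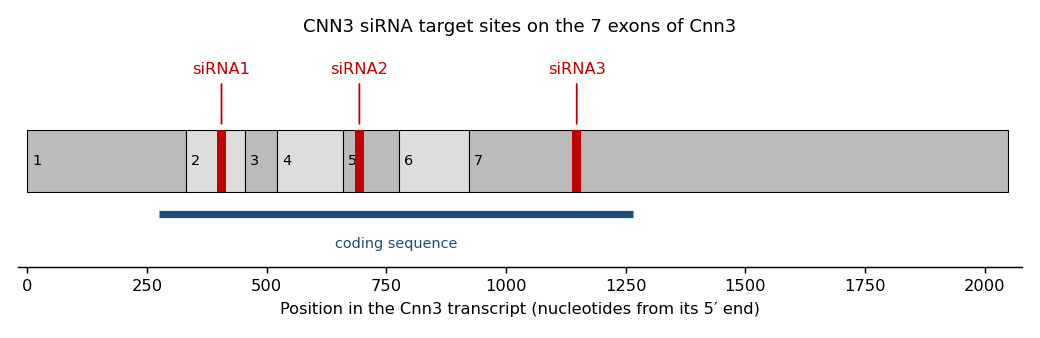
Map of the Cnn3 transcript of 2049 nucleotides with its 7 exons and the target sites of the 3 CNN3 siRNAs, in nucleotides from the 5' end of the transcript. The sites in exons 2, 5 and 7 start at nucleotides 397, 685 and 1139.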

The siRNA sequences are shown in Supplementary Table 1 and the timeline of the experiments is showed in Supplementary Figure 1.

### qRT-PCR

Total RNA was extracted from cells using TRIzol reagent (Takara Biotechnology Co., Ltd., Otsu, Japan) according to the manufacturer’s protocol. The RNA (500 ng) was reverse-transcribed into cDNA using PrimeScript^TM^ RT Master Mix (Takara Biotechnology Co., Ltd.). The resulting cDNA was subjected to PCR using SYBR^®^ Green Mix (Takara Biotechnology Co., Ltd.) to quantify mRNA expression levels. The PCR parameters were as follows: 30 s Taq activation at 95°C, followed by 40 cycles of denaturation at 95°C for 5 s, annealing at 60°C for 30 s, and extension at 72°C for 1 min. The analyses were performed using the StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems, Waltham, CA, United States), and gene expression is expressed relative to 18S RNA. The primer sequences used for PCR are shown in Supplementary Table 2.

### Western Blot Analysis

To extract total proteins, C2C12 cells were lysed using RIPA buffer containing a protease inhibitor (Beyotime Institute of Biotechnology, Jiangsu, China) and phenylmethylsulfonyl fluoride. Equal amounts of protein (20 μg) were separated by 10–12% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes. The membranes were blocked with 5% non-fat milk and incubated with a primary antibody targeting CNN3 (1:10,000; ab151427, Abcam, Cambridge, United Kingdom), CNN2 (1:500; DF3870, Affinity, Cincinnati, OH, United States), MEF2A (1:10,000; ab109420, Abcam), myogenin (Myog; 1:500; MAB3876, EMD Millipore, Billerica, MA, United States), puromycin (1:25,000; MABE343, Millipore), myosin heavy chain (MyHC; 1:1,000; MAB4470, R&D Systems, Inc., Minneapolis, United States), CDK2 (1:1,500; A18000, ABclonal Biotech, Co., Ltd., Woburn, MA, United States), CDK4 (1:1,500; A11136, ABclonal Biotech), CDK6 (1:1,000, A1545, ABclonal Biotech), p-AMPK (1:1,000; 2535, Cell Signaling Technology, Inc., Danvers, MA, United States), AMPK (1:1,000; 5832; CST), p-AKT (1:5,000; ab81283, Abcam), AKT (1:1,000; 4691, CST), p-mTOR (1:1,000; 5536, CST), or mTOR (1:1,000; 2983, CST) overnight at 4°C. The membranes were then incubated with goat anti-mouse (1:10,000; AS003, ABclonal Biotech) or anti-rabbit secondary (1:10,000; AS014, ABclonal Biotech) antibody for 1 h at room temperature. Band intensity was determined using a chemiluminescent imaging system (Tanon Sciences and Technology Co., Ltd., Shanghai, China). Tubulin (1:5,000; AC021, ABclonal Biotech) was measured as an internal control for protein quantification. Band intensity was quantified using Image J software (v1.4.3.67, National Institutes of Health, Bethesda, MD, United States).

### Cell Viability Assays

Cell viability was assessed using Cell Counting Kit 8 (CCK8) assays (Beyotime Institute of Biotechnology). Briefly, C2C12 cells were seeded onto 96-well plates at 0.2 × 10^4^/well. Following siRNA transfection for 24, 48, or 72 h, the cells were treated with CCK8 solution. After 1 h incubation, the absorbance at 450 nm was measured using a microplate reader (BioTek Instruments, Inc., Winooski, Vermont, United States). Data are presented as the percentage of the control.

### EdU Staining

Cell proliferation was detected using an EdU kit (KeyGEN Biotech Co., Ltd., Jiangsu, China) according to the manufacturers’ instructions after transfecting with siRNA for 48 h. The cells were cultured in 10 μM EdU working solution for 2 h prior to the end of culture. The cells were fixed in 4% polyformaldehyde in phosphate buffered saline (PBS) for 15 min, then the cells were treated with 2 mg/mL glycine and 0.5% Triton X-100. To detect proliferating cells, specimens were incubated with 100 μL EdU Click-iT mixture (1 mL EdU Click-iT mixture contains 860 μL 1 × Click iT EdU reaction buffer, 40 μL CuSO_4_, 3 μL kFluor488-azide, and 100 μL reaction buffer additive) for 30 min at room temperature in the dark. Cells were incubated with 4’,6-diamidino-2-phenylindole (DAPI) for 5 min. Images were acquired using an inverted fluorescence microscope (Leica DMIL LED, Leica Microsystems CMS GmbH, Wetzar, Germany). Cell proliferation was determined by calculating the percentage of EdU-stained cells among the total cells.

### Cell Migration Assay

Cell migration was evaluated using a scratch test. C2C12 myoblasts were seeded in six-well plates, transfected with siRNA, and incubated for 48 h until they formed a confluent layer. Then, a scratch was generated in each well using a pipette tip, after which the cells were washed with PBS. The cells were then incubated in serum-free medium at 37°C under 5% CO_2_, and images were acquired at 0, 6, 12, and 24 h after scratch formation. Image J software was used to standardize the results.

### Immunofluorescence Staining

Cells were fixed in 4% paraformaldehyde for 15 min, permeabilized using 0.5% Triton X-100 in PBS, and blocked with 5% goat serum (Beyotime Institute of Biotechnology). The cells were then incubated with primary anti-MyHC antibody (1:80) overnight at 4°C. Cell nuclei were stained using DAPI (Beyotime Institute of Biotechnology) for 5 min at room temperature. Cells were then washed for 5 min in PBS three times. Images were acquired using an inverted fluorescence microscope (Leica DMIL LED, Leica Microsystems CMS GmbH). Fusion indices were calculated as the percentage of nuclei with two or more nuclei in the fused myotubes out of the total nuclei.

### High-Throughput Sequencing

The RNA sequencing results of differentiating myoblasts were analyzed by Aksomics Inc. (Shanghai, China). Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using standard computational enrichment methods. Gene set enrichment analysis (GSEA) was performed using the Molecular Signatures Database^1^. The data were deposited in the Gene Expression Omnibus under accession number GSE164407.

### Statistical Analyses

Data are reported as the mean ± standard deviation. The statistical significance between two groups was assessed using two-tailed Student’s *t*-tests. Comparisons among three or more groups were performed using one-way analysis of variance; when significant differences were found, the least significant difference was calculated. *P* < 0.05 was taken to indicate statistical significance. All data were analyzed using SPSS 21.0 (IBM Corporation, Armonk, NY, United States).

## Results

### CNN3 Was Upregulated During Myogenic Differentiation and Muscle Regeneration

To investigate the role of CNN3 in muscle cell differentiation, we examined the expression of CNN3, Myog, and Myh1 in differentiating myoblasts. The levels of CNN3 and Myh1 gradually increased during differentiation of C2C12 cells, whereas that of Myog increased during the early stages of differentiation but then decreased following myotube maturation (Figures 1A–C). To examine CNN3 expression during muscle regeneration, we injected CTX into the hindlimb muscles to induce muscle injury and regeneration (Singh et al., 2014; Wang et al., 2019). The expression levels of CNN3, as well as Pax7 and MyoD, were significantly increased during the early stages of regeneration but then decreased once the newly formed fibers had reached maturation and regeneration was complete (Figures 1D–F).

**FIGURE 1:**
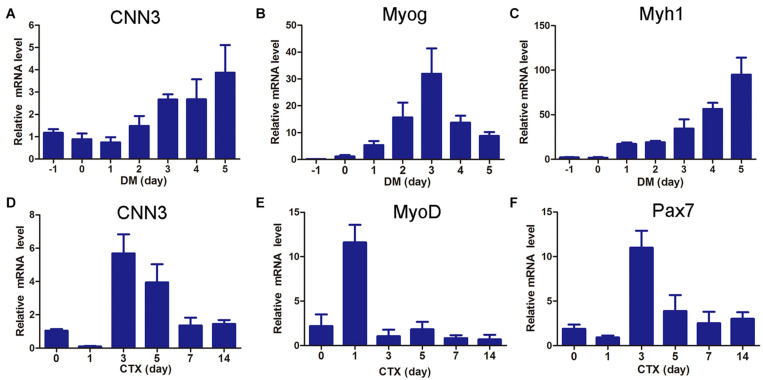
CNN3 was upregulated during myogenesis and muscle regeneration. **(A–C)** qRT-PCR results showing the expression patterns of **(A)** CNN3, **(B)** Myog, and **(C)** Myh1 during myoblast differentiation. **(D–F)** Hindlimb muscles were injected with cardiotoxin (CTX) and Tibialis anterior (TA) muscles were harvested at 0, 1, 3, 5, 7, and 14 days post-injury for **(D)** CNN3, **(E)** MyoD, and **(F)** Pax7 mRNA analyses.

### Effects of CNN3 on Proliferating Myoblasts

To explore the function of CNN3 in proliferating myoblasts, we examined C2C12 cell proliferation following siRNA knockdown of CNN3. First, we selected an siRNA that inhibited CNN3 expression by ∼70% (Figures 2A–C). We then transfected C2C12 cells with CNN3 and negative control (NC) siRNA. The CCK8 analysis indicated that CNN3 knockdown reduced C2C12 myoblast proliferation compared with the NC siRNA group at 48 h and 72 h (Figure 2D). We then performed EdU labeling to evaluate myoblast proliferation. Our results showed that CNN3 knockdown decreased the proportion of EdU-positive cells compared with the NC siRNA group (Figures 2E,F). Cyclin-dependent kinase (CDK)-2, -4, -6, and cyclin D are essential for the cell cycle (Lim and Kaldis, 2013). Ki67 is a marker of cellular proliferation (Sobecki et al., 2017), and MyoD is a transcriptional activator that regulates muscle regeneration (Cichewicz et al., 2018). Consistent with the CCK8 and EdU assay results, qRT-PCR analysis showed that CNN3 knockdown strongly downregulated the expression of CDK-2, -4, -6, cyclin D, Ki67, and MyoD (Figures 2G–L) compared with the NC siRNA group, which suggests that knockdown of CNN3 may suppress C2C12 myoblast proliferation.

**FIGURE 2:**
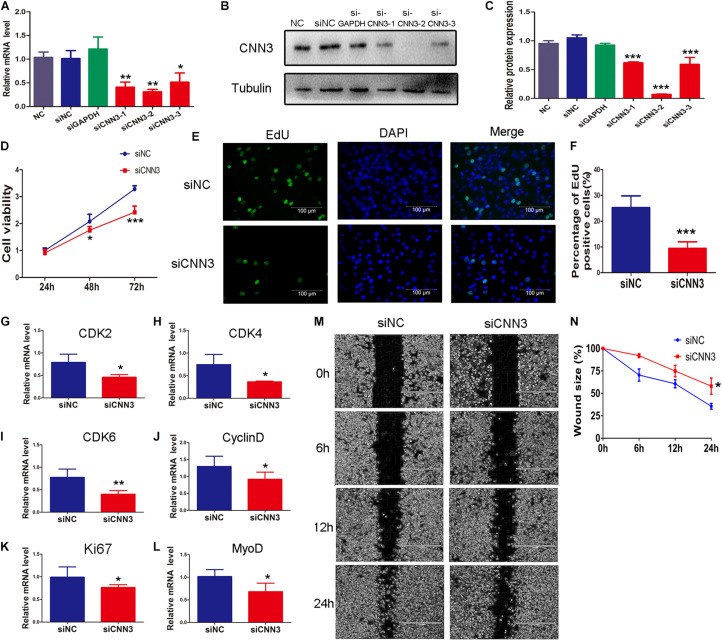
The effects of CNN3 knockdown on proliferating myoblasts. **(A)** The relative mRNA expression of CNN3 after RNAi-mediated knockdown. **(B,C)** Western blot analysis of CNN3 and tubulin after CNN3 knockdown. **(D)** Cell viability assessed using the CCK8 assay. **(E)** Cell proliferation quantified by EdU labeling. The green color indicates EdU labeling, and the blue color indicates DAPI nuclear staining. **(F)** The percentage of EdU-positive cells among the total number of cells detected by DAPI nuclear staining. **(G–L)** Downregulated expression of **(G)** CDK2, **(H)** CDK4, **(I)** CDK6, **(J)** cyclin D, **(K)** Ki67, and **(L)** MyoD in the CNN3 knockdown group. **(M)** Phase contrast microscopy images of migrating C2C12 cells at 0, 6, 12, and 24 h after scratching. **(N)** Quantitative analysis of cells the percentage of migrating into the scratch area at 0, 6, 12, and 24 h after scratching. *P < 0.05, **P < 0.01, ***P < 0.001 compared with the NC siRNA group.

We then applied a scratch wound-healing assay to investigate the role of CNN3 in C2C12 myoblast migration and proliferation. CNN3 knockdown caused a ∼25% reduction in cell migration compared with the NC siRNA group. These results suggest that CNN3 likely has an important function in C2C12 cell migration and proliferation (Figures 2M,N).

### Effects of CNN3 on Differentiating Myoblasts

To examine the function of CNN3 in differentiating myoblasts, we measured the expression of differentiation markers at several time points following transfection of CNN3 siRNA. Compared with the NC siRNA group, the mRNA levels of MEF2A, Myog, Myh1, Myh4, and Myh7 were downregulated in CNN3 knockdown cells (Figures 3A–F). Myh1, Myh2, Myh4, and Myh7 are associated with different types of muscle fibers. Myh7-positive type I fibers are slim and long, whereas Myh1-, Myh2-, and Myh4-positive type II fibers are thick and short (Chen et al., 2019). Myh1, Myh4, and Myh7 expression levels were markedly decreased following CNN3 siRNA transfection. The changes in Myh1, Myh4, and Myh7 expression suggest that CNN3 plays a role in the differentiation of MyHC isoforms. The MyHC immunofluorescence staining results showed the knockdown of CNN3 inhibited C2C12 cell differentiation (Figure 3G) and decreased fusion index (Figure 3H). Western blot analysis in differentiated C2C12 myoblasts indicated that CNN3 knockdown resulted in significantly lower levels of differentiation marker proteins, such as MEF2A, Myog, and MyHC (Figures 3I–L).

**FIGURE 3:**
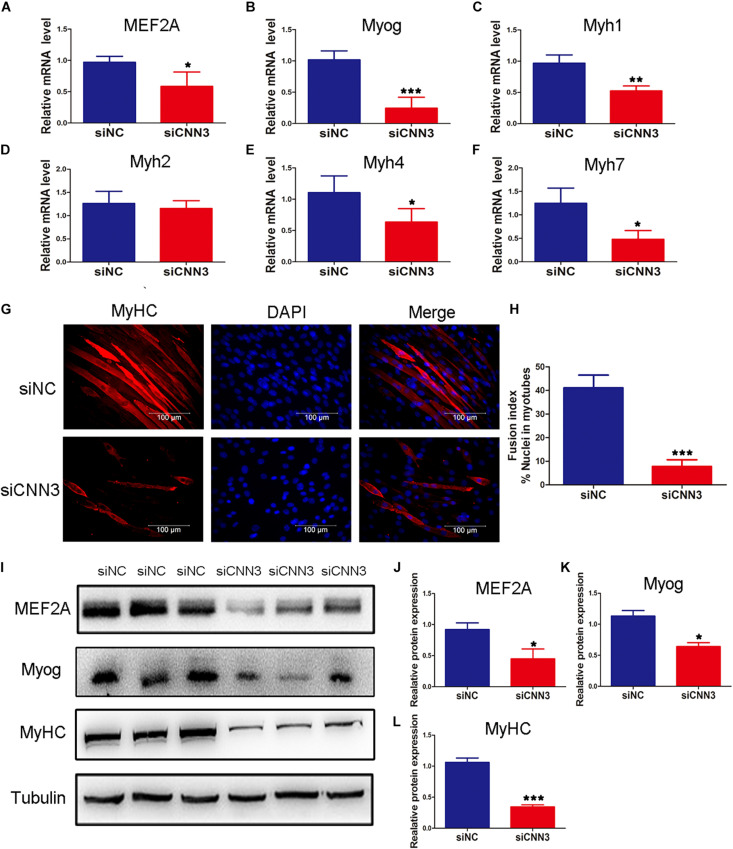
Effects of CNN3 on differentiating myoblasts. **(A–F)** The relative mRNA expression of **(A)** MEF2A, **(B)** Myog, **(C)** Myh1, **(D)** Myh2, **(E)** Myh4, and **(F)** Myh7 between the NC siRNA (siNC) and CNN3 knockdown (siCNN3) groups. **(G)** Representative images of differentiating C2C12 cells stained with anti-MyHC antibodies. The red color indicates MyHC staining, and the blue color indicates DAPI nuclear staining. Scale bars = 100 μm. **(H)** The fusion indices quantified after CNN3 knockdown. **(I)** Western blot analysis of MEF2A, Myog, and MyHC. **(J–L)** Quantification of the Western blot bands for **(J)** MEF2A, **(K)** Myog, and **(L)** MyHC by Image J, using tubulin as the internal control. *P < 0.05, **P < 0.01, ***P < 0.001 compared with the siNC group.

### CNN3 Knockdown Inhibited Protein Synthesis Associated With AKT/mTOR and AMPK/mTOR Signaling Pathways

Next, we analyzed the protein levels of p-AKT, AKT, p-AMPK, AMPK, p-mTOR, and mTOR. We found that the levels of p-AMPK/AMPK were increased, whereas those of p-AKT/AKT and p-mTOR/mTOR were decreased, in CNN3 knockdown cells compared with NC siRNA group cells (Figures 4A–C). Because mTOR is a positive regulator of protein synthesis, we labeled C2C12 cells with puromycin to determine whether CNN3 knockdown suppressed protein synthesis. Our results indicated that the rate of protein synthesis was dramatically lower in the CNN3 siRNA group than in the NC siRNA group (Figure 4D). Our results suggest that CNN3 knockdown decreased protein synthesis, and that this effect may involve the AKT/mTOR and AMPK/mTOR signaling pathways. And the proposed mechanism of CNN3 in protein synthesis of C2C12 cells is shown in Figure 4E.

**FIGURE 4:**
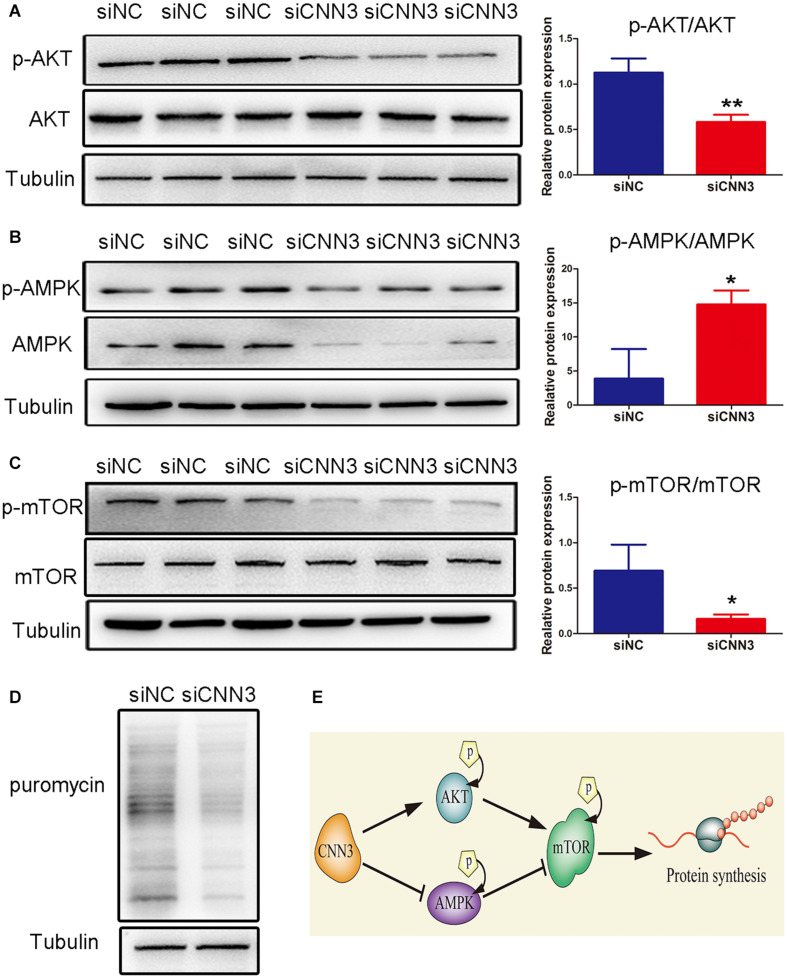
CNN3 knockdown suppressed cell protein synthesis in C2C12 cells via the AKT/mTOR and AMPK/mTOR pathways. **(A–C)** Western blot analysis of the protein levels of **(A)** p-AKT and AKT, **(B)** p-AMPK and AMPK, and **(C)** p-mTOR and mTOR in the NC siRNA (siNC) and CNN3 knockdown (siCNN3) groups. The Western blot bands were quantified using Image J, and tubulin was used as the internal control. **(D)** Newly synthesized proteins detected by Western blot analysis using an anti-puromycin antibody in the siNC and siCNN3 groups.**(E)** A schematic representation of our proposed mechanism for the role of CNN3 in protein synthesis in C2C12 cells.*P < 0.05, **P < 0.01 compared with the siNC group.

### Restoration of the mTOR Pathway Decreased the Inhibitory Effects of CNN3 Knockdown on C2C12 Cell Proliferation, Differentiation, and Protein Synthesis

To determine whether the inhibited proliferation induced by CNN3 knockdown involves the mTOR pathway, we treated CNN3 knockdown cells with the mTOR activator MHY1485. In proliferating cells, EdU labeling and Western blot analyses revealed that the inhibitory effect of CNN3 knockdown on cell proliferation was reversed by MHY1485 treatment (Figures 5A,B). Furthermore, MHY1485 treatment led to increased expression of CDK-2, -4, and -6 (Figures 5C–F). The puromycin labeling assay indicated that MHY1485 partially restored the reduction in protein synthesis induced by CNN3 knockdown (Figure 5G).

**FIGURE 5:**
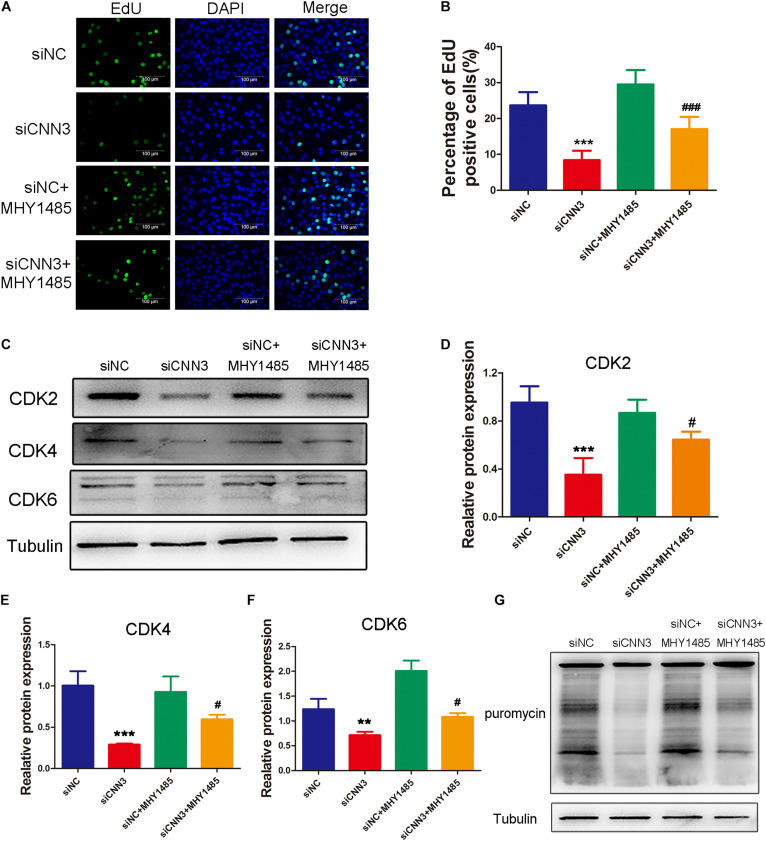
MHY1485 treatment restored myoblast proliferation and protein synthesis in CNN3 knockdown cells. **(A)** Fluorescence images showing EdU-labeled cells to assess cell proliferation. The green color indicates EdU labeling, and the blue color indicates DAPI nuclear staining. **(B)** The percentage of EdU-positive cells among the total number of cells detected by DAPI nuclear staining. **(C)** Western blot analysis of CDK2, CDK4, and CDK6. **(D–F)** Quantification of the Western blot bands for **(D)** CDK2, **(E)** CDK4, and **(F)** CDK6 by Image J, using tubulin was used as the internal control. **(G)** Newly synthesized proteins detected by Western blot analysis using an anti-puromycin antibody. **P < 0.01, ***P < 0.001 compared with the NC siRNA (siNC) group; ^#^*P* < 0.05, ^###^*P* < 0.001 compared with the CNN3 knockdown (siCNN3) group.

At the differentiation stage, the percentage of MyHC-positive cells (Figure 6A), fusion index (Figure 6B), and levels of differentiation markers (MEF2A, Myog, and MyHC; Figures 6C–F) were significantly higher after treatment with MHY1485 compared with untreated CNN3 knockdown cells. Western blot analysis revealed that protein synthesis was restored in the MHY1485-treated CNN3 knockdown group (Figure 6G).

**FIGURE 6:**
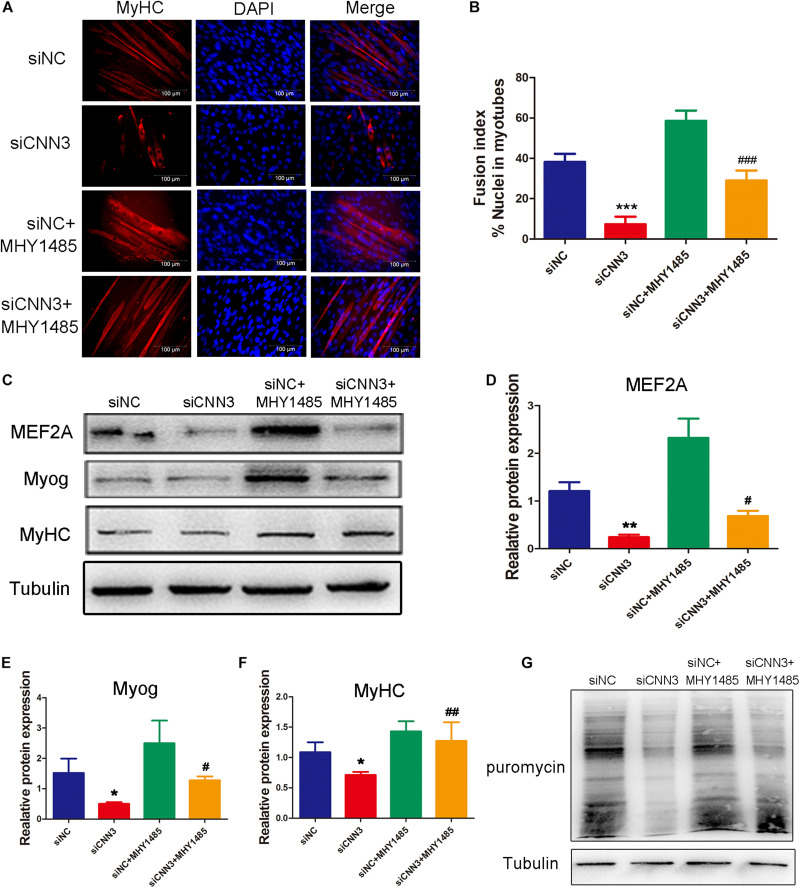
MHY1485 treatment restored myogenic differentiation and protein synthesis in CNN3 knockdown cells. **(A)** Representative images of differentiating C2C12 cells stained with an anti-MyHC antibody. The red color indicates MyHC staining, and the blue color indicates DAPI nuclear staining. Scale bars = 100 μm. **(B)** The fusion indices quantified for each group. **(C)** Western blot analysis of CDK2, CDK4, and CDK6. **(D–F)** Quantification of the Western blot bands by Image J, using tubulin as the internal control. **(G)** Newly synthesized proteins detected by Western blot analysis using an anti-puromycin antibody. *P < 0.05, **P < 0.01, ***P < 0.001 compared with the NC siRNA (siNC) group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with the CNN3 knockdown (siCNN3) group.

Our results indicated that restoring the mTOR pathway decreased the inhibitory effect of CNN3 knockdown on C2C12 cell proliferation, differentiation, and protein synthesis.

### GO and KEGG Pathway Analyses Revealed Potential CNN3-Regulated Mechanisms

The GO analysis revealed that the transcripts downregulated in the CNN3 knockdown group relative to the NC siRNA group are primarily involved in biological processes including muscle structure development, muscle contraction, muscle system processes, muscle organ development, striated muscle contraction, musculoskeletal movement, and muscle cell differentiation (Figures 7A–F). 

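The sequenced RNA came from C2C12 cells, a mouse myoblast line, with 3 cultures transfected with NC siRNA (siNC) and 3 transfected with CNN3 siRNA (siCNN3). The paper describes them as differentiating myoblasts, while their sample labels give the cell type as mouse myotube. For its differentiation experiments the paper transfected cells with 60 nM siRNA at 0 h and again at 72 h and harvested them at 144 h. That schedule was taken for the sequenced cultures, whose own harvest time and CNN3 siRNA the paper's text does not name. The authors deposited FPKM (fragments per length of transcript and per number of mapped fragments) for 24023 Ensembl transcripts in each library. Of these, 23949 were matched to GENCODE annotation of GRCm38 by their identifier, and their FPKM were summed for 11835 genes. The number of reads is not given and cannot be recovered from the values, which go down to 1e-06 FPKM, so the depth is unknown. A value of exactly 0 can be a failed estimate, since 238 transcripts were listed at 0 in 1 library and at 10 FPKM or more in another of the same group. One transcript of Gapdh, a gene used as a reference in most cells, was listed at 0 in 5 libraries and at 432 FPKM in siCNN3 replicate 3.
The 11593 genes with a mean of at least 0.5 FPKM were tested on log2(FPKM + 1) with limma, whose p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on that log2(FPKM + 1) scale, which understates the change of genes with low FPKM. A gene with an adjusted p below 0.05 was called higher or lower. Gene lists for the pathways and terms were written from general knowledge before the data were examined, because the GO and KEGG gene sets behind the paper's figures were not among the sources, so their members can differ from those sets. Whether called genes were over-represented in a list was tested with a one-sided Fisher's exact test against all tested genes, adjusted over 46 tests (23 lists, higher and lower). Whether a whole list moved was tested with camera at an inter-gene correlation of 0.01, adjusted over the 23 lists.
Cnn3 itself was listed at 62.8, 61.4 and 62.8 FPKM in siNC replicates 1, 2 and 3 and at 19.04, 39.2 and 25.6 FPKM in siCNN3 replicates 1, 2 and 3. Its mean was 62.3 ± 0.840 FPKM (SD, n = 3) in siNC and 27.9 ± 10.3 FPKM (SD, n = 3) in siCNN3, or 44.8% of the siNC mean. Its log2 fold change was -1.19 with a standard error of 0.242 (adjusted p = 0.0669, limma with Benjamini-Hochberg adjustment), so Cnn3 was not called. Without siCNN3 replicate 2, its log2 fold change was -1.46 and it was called (adjusted p = 0.0475 from limma). Every siCNN3 library was below every siNC library, which for 3 cultures against 3 gives a two-sided exact permutation p of 0.1, the smallest such p this design allows.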

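Between siCNN3 and siNC, 200 genes were called higher and 39 lower by limma with Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 there were 1152 higher and 712 lower genes. The FPKM of the 2 groups did not overlap for 2679 genes, or 23.1% of those tested, where chance gives 10%. The alternative that moved the counts most was a Student's test of each gene on its own, with no spread shared between genes, which called 0 genes after adjustment and gave 1084 higher and 716 lower genes before it. Single libraries also moved the counts. There were 70 higher and 27 lower genes without siNC replicate 1, 151 and 20 without siNC replicate 2, and 16 and 4 without siNC replicate 3. Leaving out siCNN3 replicate 1 gave 39 higher and 7 lower genes, leaving out siCNN3 replicate 2 gave 29 and 4, and leaving out siCNN3 replicate 3 gave 444 and 161. Of all called genes, 83.7% were higher, compared with 77.6% under median-of-ratios scaling and 68.2% after quantile normalization.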

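For muscle contraction, a list of sarcomere and contraction genes had 55 tested members, and 9 of them were among the genes called lower, 48.6 times the number expected (adjusted p = 1.79e-12, one-sided Fisher's exact test). Adjusted over the list alone, 21 members were called. Without siNC replicate 3 or siCNN3 replicate 2, when few genes were called lower at all, the adjusted p of the over-representation was 0.144 and 0.124. The list as a whole was lower in siCNN3, with a median log2 fold change of -0.36 and 46 of 55 members below 0 (adjusted p = 7.14e-13, camera).
Acta1, skeletal muscle alpha-actin (chromosome 8 of GRCm38, 123891769 to 123894751), was at 28.4 ± 4.80 FPKM (SD, n = 3) in siNC and 5.72 ± 0.615 FPKM (SD, n = 3) in siCNN3. It fell by 2.12 on the log2 scale, with a standard error of 0.161 (adjusted p = 0.00473, limma), and was called with any library left out. Mylpf, a myosin light chain of fast muscle (chromosome 7, 127208890 to 127214298), was at 28.2 ± 7.26 FPKM in siNC and 6.80 ± 0.803 FPKM in siCNN3 (SD, n = 3). The log2 fold change of Mylpf was -1.88 with a standard error of 0.199 (adjusted p = 0.0099, limma), and it was not called without siNC replicate 3 or siCNN3 replicate 2 (adjusted p up to 0.0642). The slow troponin T gene Tnnt1 (chromosome 7, 4504570 to 4516382) had 6.52 ± 2.88 FPKM in siNC and 1.198 ± 0.136 FPKM in siCNN3 (SD, n = 3), with a log2 fold change of -1.71 (standard error 0.273, adjusted p = 0.0332, limma). The troponin genes Tnni2 and Tnnc2 fell by 1.69 and 1.59 on the log2 scale (adjusted p = 0.0099 and 0.0152, limma). Tnnt1 and Tnni2 were not called without siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2, with adjusted p up to 0.140 and 0.0574. Tnnc2 was not called in those fits or without siNC replicate 1 (adjusted p up to 0.0825). Myh3, an embryonic myosin heavy chain gene chosen after its values were seen, had a log2 fold change of -1.38 (standard error 0.183, adjusted p = 0.0193, limma), and was not called without siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2 (adjusted p up to 0.112). The adult myosin heavy chain genes Myh1, Myh2, Myh4 and Myh7 have no transcript among the 24023 listed and were not analysed here.
For muscle cell differentiation, a list of myogenic regulators and fusion factors had 25 tested members with a median log2 fold change of -0.15 (adjusted p = 0.0138, camera), and was not called with a filter at 5 FPKM (adjusted p = 0.322). By limma 0 of them were called, over all genes or adjusted over the list alone.

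**Figure D2:**
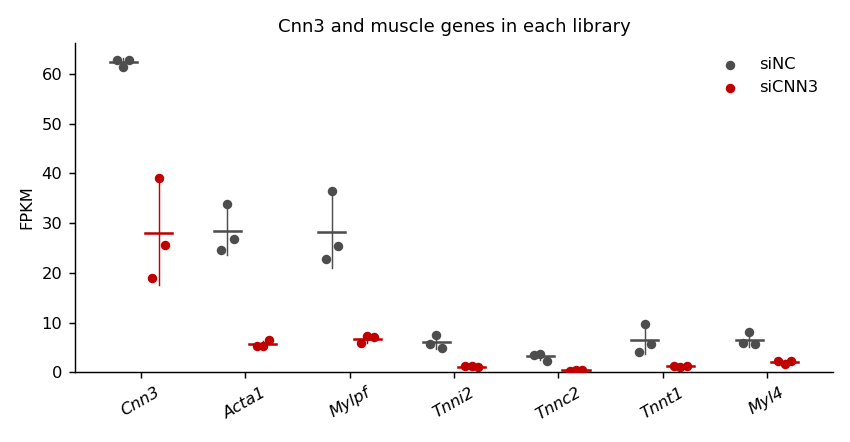
FPKM of Cnn3, Acta1, Mylpf, Tnni2, Tnnc2, Tnnt1 and Myl4 in each library, with siNC and siCNN3 side by side. Points are libraries, bars the means and error bars the SD of 3 libraries. In each of these genes every siCNN3 library lies below every siNC library, as with Acta1, whose means are 28.4 and 5.72 FPKM.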

We then performed KEGG pathway analysis to identify the pathways and molecular interactions associated with the differentially expressed transcripts. 

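Of the called genes whose 3 siCNN3 values all lay on one side of the 3 siNC values, the 10 with the largest increase were Cxcl10, Ifit3b, Ifit3, Iigp1, Ccl5, Tgtp1, Tgtp2, Oas1a, Apod and Phf11d, with log2 fold changes between 4.82 and 6.30. Apart from Apod, they were members of the list of interferon response genes. The chemokine gene Cxcl10 (chromosome 5, 92346638 to 92348889) was at 0.846, 7.90 and 1.14 FPKM in the siNC replicates and at 437.6, 409.5 and 95.4 FPKM in the siCNN3 replicates (adjusted p = 0.0152, limma). Apod, which encodes apolipoprotein D (chromosome 16, 31296192 to 31314808), was at 0.304 ± 0.362 FPKM in siNC and 42.7 ± 24.3 FPKM in siCNN3 (SD, n = 3). The fold change on the log2 scale was 4.88 with a standard error of 0.510 (adjusted p = 0.0099, limma). The 10 with the largest decrease were Hbb-bs, Hbb-bt, Acta1, Enpp2, Mylpf, Fndc1, Tnnt1, Tnni2, Steap4 and Tnnc2, with log2 fold changes between -3.27 and -1.59. Enpp2, which encodes a secreted lysophospholipase (chromosome 15, 54838901 to 54952892), was at 33.5 ± 5.72 FPKM in siNC and 8.26 ± 1.10 FPKM in siCNN3 (SD, n = 3). This is a log2 fold change of -1.89 with a standard error of 0.171 (adjusted p = 0.00886, limma). Fndc1 and Steap4 fell by 1.88 and 1.63 on the log2 scale (adjusted p = 0.0099 and 0.0108, limma).
Several of these calls depended on single libraries. Ccl5 and Acta1 were called with any library left out. Enpp2 and Apod were not called without siNC replicate 3 (adjusted p = 0.0584 for both, limma). Fndc1 was not called without siNC replicate 3 or siCNN3 replicate 2 (adjusted p up to 0.0662, limma). Phf11d and Steap4 were called only without siNC replicate 1, siNC replicate 2 or siCNN3 replicate 3, with adjusted p up to 0.127 and 0.0718 in the other fits. Cxcl10, Ifit3b, Iigp1, Tgtp2 and Oas1a were called only without siNC replicate 2 or siCNN3 replicate 3, with adjusted p up to 0.0853, 0.147, 0.105, 0.151 and 0.0808 in the other fits. Ifit3 was called only without siNC replicate 2, and Tgtp1 only without siCNN3 replicate 3, with adjusted p up to 0.186 and 0.159 in the other fits.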

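The list for herpes simplex infection had 137 tested members, of which 20 were called higher, 8.46 times the number expected (adjusted p = 2.15e-12, one-sided Fisher's exact test), and 30 were called adjusted over the list alone. For influenza A, 14 of 121 members were called higher, or 6.71 times the number expected (adjusted p = 1.51e-07), and 23 were called adjusted over the list alone. The NOD-like receptor signaling list had 12 higher genes among 124, or 5.61 times the number expected (adjusted p = 8.44e-06), and 25 adjusted over the list alone. The alternative that moved these results most was to leave out the members that are also in the interferon response list. Of the higher genes, 16 in the herpes list, 13 in the influenza list and 10 in the NOD-like receptor list were such members. Without the shared members the ratios to the number expected were 2.09 (adjusted p = 0.517), 0.591 (adjusted p = 1) and 1.11 (adjusted p = 1). Without siNC replicate 3, the influenza and NOD-like receptor lists were no longer over-represented (adjusted p = 0.114 for each). With a Reactome pathway in place of the NOD-like receptor list, the adjusted p was 0.304.
Ccl5, a chemokine gene on chromosome 11 of GRCm38 (83525778 to 83530518), is a member of the 3 lists and was at 9.32 ± 4.07 FPKM in siNC and 414.2 ± 75.0 FPKM in siCNN3 (SD, n = 3). The log2 fold change of Ccl5 was 5.41 with a standard error of 0.332 (adjusted p = 0.00354, limma). Oas1a, an oligoadenylate synthetase gene on chromosome 5 (120896256 to 120907521) and also in the 3 lists, was at 1.00 ± 1.12 FPKM in siNC and 67.5 ± 37.7 FPKM in siCNN3 (SD, n = 3), with a log2 fold change of 5.02 (standard error 0.591, adjusted p = 0.0144, limma). Oas2, at 0.212 ± 0.266 FPKM in siNC and 28.2 ± 13.4 FPKM in siCNN3 (SD, n = 3), had a log2 fold change of 4.48 (standard error 0.402, adjusted p = 0.00886, limma). Without siNC replicate 3, the adjusted p of Oas2 was 0.0584.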

The herpes simplex infection, nucleotide-binding oligomerization domain (NOD)-like receptor signaling, and influenza pathways were the top pathways associated with the upregulated mRNAs. The top three enriched KEGG pathways associated with the downregulated mRNAs were extracellular matrix receptor interaction, African trypanosomiasis, and focal adhesion (Figures 7G,H).

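Of 47 tested genes in the list for extracellular matrix receptor interaction, 2 were called lower, 12.6 times the number expected (adjusted p = 0.0415, one-sided Fisher's exact test). These were the collagen VI genes Col6a2 and Col6a3. Adjusted over the list alone, 8 members were called. Col6a2 (chromosome 10 of GRCm38, 76595762 to 76623630) was at 58.3 ± 11.6 FPKM in siNC and 25.9 ± 2.94 FPKM in siCNN3 (SD, n = 3), a log2 fold change of -1.13 with a standard error of 0.176 (adjusted p = 0.0321, limma). Col6a3 (chromosome 1, 90765923 to 90843971) was at 66.2 ± 4.19 FPKM in siNC and 38.8 ± 4.09 FPKM in siCNN3 (SD, n = 3), a log2 fold change of -0.76 with a standard error of 0.122 (adjusted p = 0.0341, limma). Col6a3 was called only without siCNN3 replicate 3, and Col6a2 only without that library or siNC replicate 1, with adjusted p up to 0.168 and 0.151 in the other fits. The over-representation held with 1 library left out only when that was siCNN3 replicate 3 (adjusted p = 0.000224). As a set the list was lower, with a median log2 fold change of -0.15 and 34 members below 0 (adjusted p = 0.00128 from camera, 0.26 from fry) and an enrichment score of -1.83, and camera called it with each library left out but not after the trend with GC content and length was removed (adjusted p = 0.108). The adjusted p of the over-representation was 0.368 without siNC replicate 1 and 1 without siNC replicate 2, siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2.
In the list for African trypanosomiasis, 2 of 18 tested genes were called lower, 33.0 times the number expected (adjusted p = 0.00834, one-sided Fisher's exact test), and 7 members were called adjusted over the list alone. Both were beta-globin genes. Hbb-bs (chromosome 7, 103826534 to 103828096) was at 73.4, 250.4 and 75.8 FPKM in siNC and at 12.7, 12.3 and 7.77 FPKM in siCNN3 (log2 fold change -3.27, standard error 0.477, adjusted p = 0.0264, limma). Hbb-bt, a near-identical neighbour at 103812524 to 103813996, was at 18.1, 64.1 and 22.2 FPKM in siNC and at 4.83, 5.43 and 2.79 FPKM in siCNN3 (log2 fold change -2.56, standard error 0.468, adjusted p = 0.0495, limma), and reads of the pair can be split between them. Hbb-bs was called only without siNC replicate 2 or siCNN3 replicate 3, and Hbb-bt only without siNC replicate 2, with adjusted p up to 0.0956 and 0.153 in the other fits. Another member, Il6, was called higher, with a log2 fold change of 1.70 (adjusted p = 0.0333, limma), though only siNC replicate 1 or siCNN3 replicate 3 could be left out without losing that call (adjusted p up to 0.140). The trypanosomiasis over-representation held only without siNC replicate 2 (adjusted p = 1.12e-07). It was lost without siCNN3 replicate 3 (adjusted p = 0.0897) and without siNC replicate 1, siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2 (adjusted p = 1 in each).
Outside the extracellular matrix genes, 1 of 114 tested members of the focal adhesion list was called lower, the myosin light chain gene Mylpf, 2.61 times the number expected (adjusted p = 0.818). Adjusted over the list alone it was also 1 gene. With the Reactome pathway for integrin interactions, which includes collagens, the ratio was 13.5 (adjusted p = 0.0318).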

**FIGURE 7:**
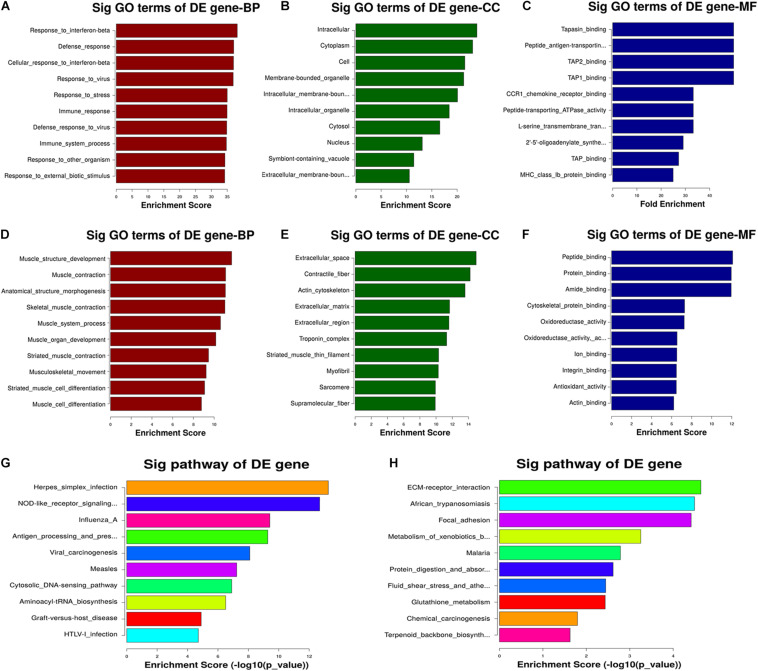
GO and KEGG pathway analyses revealed the potential mechanism regulated by CNN3. **(A–F)** Gene ontology (GO) terms associated with the **(A–C)** upregulated and **(D–F)** downregulated mRNAs after CNN3 knockdown. The top 10 GO terms with the highest enrichment scores for the biological process (BP), cellular component (CC), and molecular function (MF) categories in the NC siRNA (siNC) and CNN3 knockdown (siCNN3) cells. **(G,H)** The KEGG pathways with the 10 highest enrichment scores for the **(G)** upregulated and **(H)** downregulated transcripts.

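The list of genes of the response to interferon and virus, the subject of the leading terms in Figure 7A, had 109 tested members. Of these, 56 were called higher, 29.8 times the number expected (adjusted p = 4.68e-70, one-sided Fisher's exact test). They made up 28.0% of the genes called higher. Adjusted over the list alone, 100 members were called. The list had a median log2 fold change of 2.62, with 106 members above 0 (adjusted p = 7.7e-55, camera). Relative to the siNC mean, the mean of the list on the log2 scale was -0.71, 0.73 and -0.01 in siNC replicates 1, 2 and 3 and 3.06, 3.10 and 2.12 in siCNN3 replicates 1, 2 and 3. Under fry in place of camera, the calls of the lists for interferon response, herpes simplex infection, influenza A, NOD-like receptor signaling, antigen processing, synthetases, muscle contraction and apoptosis held. Those of the lists for cardiac muscle contraction, myogenic regulators, extracellular matrix receptors, focal adhesion and the actin cytoskeleton did not. None of the 23 lists was called when camera estimated the correlation between genes from the data, where the lowest adjusted p was 0.299.
Ifit3 (chromosome 19 of GRCm38, 34583531 to 34588731) was at 2.49, 87.9 and 11.3 FPKM in siNC and at 1112, 1072 and 660.7 FPKM in siCNN3, and Ifit3b is a near-identical neighbour whose reads can be shared with it. Ifit1 and Isg15, chosen after their values were seen, were not called (adjusted p = 0.0935 and 0.112, limma). Ifit1 was at 0.763, 45.7 and 7.41 FPKM in siNC and at 427.6, 391.4 and 106.4 FPKM in siCNN3, and was called without siNC replicate 2 (adjusted p = 0.0338, limma). Isg15 was at 5.77, 161.1 and 53.2 FPKM in siNC and at 830.1, 724.8 and 478.1 FPKM in siCNN3.

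**Figure D3:**
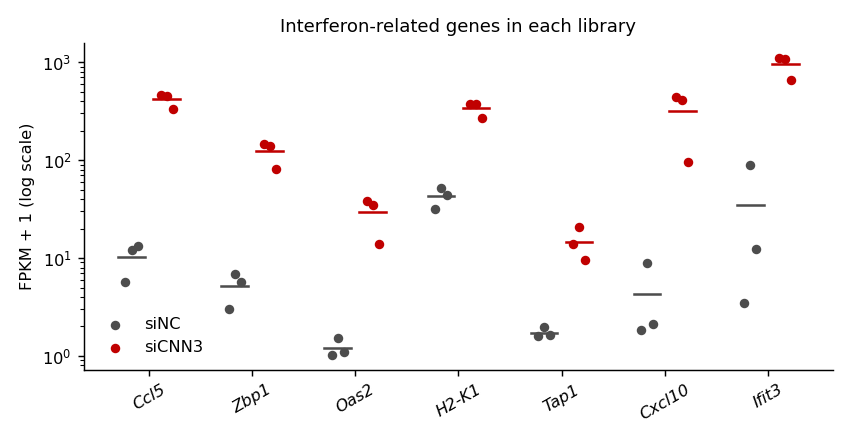
FPKM + 1 of Ccl5, Zbp1, Oas2, H2-K1, Tap1, Cxcl10 and Ifit3 in each library, on a log axis. Points are libraries and bars the mean of FPKM + 1 of the 3 libraries of a group, without error bars. In each of these genes every siCNN3 library lies above every siNC library, as with Ifit3, which reaches 87.9 FPKM in siNC and starts at 660.7 FPKM in siCNN3.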

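Among the further pathways of Figure 7G, the list for antigen processing and presentation had 41 tested members, of which 10 were called higher, 14.1 times the number expected (adjusted p = 1.21e-08, one-sided Fisher's exact test), and 16 were called adjusted over the list alone. Of the 10, 7 are also in the interferon response list. The list of cytosolic aminoacyl-tRNA synthetases had 21 tested members, of which 7 were called higher, 19.3 times the number expected (adjusted p = 2.55e-07), and 15 were called adjusted over the list alone. Their median log2 fold change was 1.03 (adjusted p = 8.75e-11, camera). Cars (chromosome 7 of GRCm38, 143557230 to 143600090), for cysteine, was at 25.2 ± 2.25 FPKM in siNC and 62.3 ± 4.98 FPKM in siCNN3 (SD, n = 3), a log2 fold change of 1.27 with a standard error of 0.122 (adjusted p = 0.0099, limma). It was not called without siNC replicate 3 or siCNN3 replicate 2 (adjusted p = 0.0584 and 0.0532, limma). Nars and Gars had log2 fold changes of 1.4 and 1.11 (adjusted p = 0.0406 and 0.0495, limma), and were called only without siCNN3 replicate 3 when 1 library was left out (adjusted p up to 0.156 and 0.198 in the other fits). The 17 tested mitochondrial synthetases had a median log2 fold change of 0.13 (adjusted p = 0.959, camera). For glutathione metabolism, in Figure 7H, 1 of 41 tested genes was called lower, Idh1 (log2 fold change -1.22, adjusted p = 0.0221, limma), 7.25 times the number expected (adjusted p = 0.425), while Chac1 was called higher, and 4 members were called adjusted over the list alone. Idh1 was not called without siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2 (adjusted p up to 0.110). The glutathione list had a positive median and mean log2 fold change (0.07 and 0.03) although camera gave its direction as lower (adjusted p = 0.599).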

### GSEA Showed Enriched Among Differentially Regulated Genes in CNN3 Knockdown C2C12 Cells

We then performed GSEA to further analyze the gene sets that were differentially regulated in CNN3 knockdown cells. 

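For enrichment scores, the 11593 tested genes were ranked by the signal-to-noise ratio of siCNN3 against siNC, and the score of a list was normalized to those of 10000 random lists of its size. The NOD-like receptor signaling list scored 2.16, and between 2.02 and 2.21 with each library left out in turn (p = 0.000122 by permutation of genes, one-sided and the smallest the random lists can give). The necroptosis list scored 1.63, and between 1.55 and 1.80 with a library left out (permutation p = 0.00188). The NF-κB signaling list scored 1.51, and between 1.42 and 1.76 with a library left out (permutation p = 0.0155). Without interferon response genes these 3 lists scored 1.30, 1.23 and 1.195 (permutation p = 0.0748, 0.138 and 0.19). Genes are not independent replicates, so these p-values do not measure the spread between cultures.
On the log2 scale, the median change of the NOD-like receptor list was 0.18, with 87 of 124 members above 0 (adjusted p = 0.000111, camera). Without its 20 members that are interferon response genes, it was 0.13 (adjusted p = 0.162). The necroptosis list had a median of 0.09, with 60 of 100 members above 0, and was not called (adjusted p = 0.0513, camera). It was called without siNC replicate 2, siCNN3 replicate 1 or siCNN3 replicate 2 (adjusted p = 0.0302, 0.0459 and 0.0407). Its camera call also appeared with a pseudocount of 0.1 (adjusted p = 0.0486) and with a Reactome pathway for regulated necrosis (adjusted p = 0.0378). The NF-κB list had a median of 0.06, with 41 of 67 members above 0 (adjusted p = 0.1, camera), and was called under fry (adjusted p = 0.042), with a Reactome pathway (adjusted p = 0.0309) and without siNC replicate 1 (adjusted p = 0.0424). After quantile normalization the medians of the necroptosis and NF-κB lists were below 0, at -0.01 in both, with camera's direction still higher.
Of the necroptosis list, 3 genes were called higher, among them Zbp1 and Sqstm1, 1.74 times the number expected (adjusted p = 0.714, one-sided Fisher's exact test), and 11 members were called adjusted over the list alone. Zbp1, a sensor of nucleic acids (chromosome 2 of GRCm38, 173206612 to 173218923), was at 4.18 ± 1.95 FPKM in siNC and 121.4 ± 35.4 FPKM in siCNN3 (SD, n = 3). Its log2 fold change was 4.6 with a standard error of 0.355 (adjusted p = 0.00473, limma). Sqstm1 had a log2 fold change of 0.77 (adjusted p = 0.0361, limma), and was called with a library left out only without siNC replicate 2 or siCNN3 replicate 3 (adjusted p up to 0.170 in the other fits). Of the NF-κB list, 5 genes were called higher, 4.33 times the number expected (adjusted p = 0.0247, one-sided Fisher's exact test), and 6 were called adjusted over the list alone. Of the 5, 2 (Ddx58 and Trim25) are also in the interferon response list, so this over-representation rests in part on shared genes. Ccl4 (chromosome 11, 83662584 to 83664683) was at 0.175, 0.381 and 0 FPKM in siNC and at 7.82, 16.1 and 6.21 FPKM in siCNN3 (log2 fold change 3.13, adjusted p = 0.0099, limma), and was not called without siNC replicate 3 (adjusted p = 0.0655). Ddx58 and Trim25 had log2 fold changes of 2.26 and 1.73 (adjusted p = 0.0312 and 0.0222, limma), and were not called without siNC replicate 3, siCNN3 replicate 1 or siCNN3 replicate 2 (adjusted p up to 0.134 and 0.110). Of the further NF-κB genes, Tnfaip3 had a log2 fold change of -0.02, Nfkb1 0.16, Myd88 0.83 and Ptgs2 1.11, and by limma none of these was called (adjusted p between 0.194 and 0.963).

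**Figure D4:**
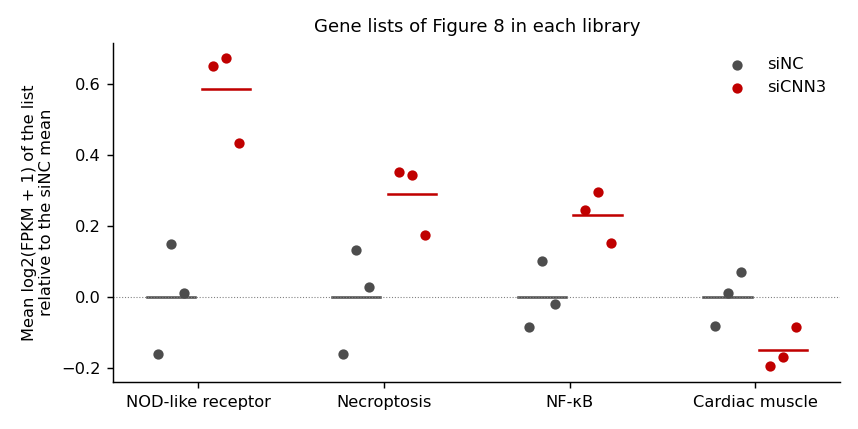
Mean of log2(FPKM + 1) relative to the siNC mean for the lists of NOD-like receptor signaling, necroptosis, NF-κB signaling and cardiac muscle contraction, in each library. Points are libraries, and the first of these lists lies between -0.16 and 0.15 in siNC and between 0.43 and 0.67 in siCNN3.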

The upregulated genes in CNN3 knockdown group are enriched in pathways included the NOD-like receptor signaling pathway [normalized enrichment score (NES) = 1.869, *P* = 0.000], necroptosis signaling pathway (NES = 1.698, *P* = 0.000), and NF-κB signaling pathway (NES = 1.428, *P* = 0.000) (Figures 8A–C). 

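A list for cardiac muscle contraction, with ion channels, sodium pumps and respiratory chain genes beside contraction genes, had 50 tested members. Its normalized enrichment score was -1.67, on the side of the genes lower in siCNN3, and between -1.77 and -1.45 with each library left out in turn (permutation p = 0.005, one-sided). The median log2 fold change was -0.13, with 30 of 50 members below 0 (adjusted p = 0.00454, camera). The list was not called under fry (adjusted p = 0.146) or with genes filtered at a mean of 5 FPKM (adjusted p = 0.0508). Of its members, 1 was called lower, Myl4, 5.95 times the number expected (adjusted p = 0.476, one-sided Fisher's exact test), and adjusted over the list alone it was also 1. Myl4, a myosin light chain of atrial and embryonic muscle (chromosome 11 of GRCm38, 104550663 to 104595753), was at 6.55 ± 1.42 FPKM in siNC and 2.11 ± 0.413 FPKM in siCNN3 (SD, n = 3). Its log2 fold change was -1.27 with a standard error of 0.194 (adjusted p = 0.0304, limma), and with 1 library left out it was called only when that was siCNN3 replicate 3 (adjusted p up to 0.135 in the other fits). Tnnc1 fell by 0.94, Uqcrh by 0.47, Cacng7 by 0.40 and Atp1b1 by 0.38 on the log2 scale, and they were not called (adjusted p between 0.114 and 0.307, limma), except Uqcrh without siCNN3 replicate 3 (adjusted p = 0.0366, limma). Atp1b2 was listed at 1.80, 0.672 and 1.42 FPKM in siNC and at 0, 0 and 1.03 FPKM in siCNN3 (adjusted p = 0.298, limma). Tnni3 had a log2 fold change of 0.01 (adjusted p = 0.994, limma).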

The downregulated genes in CNN3 knockdown group are enriched in pathways included cardiac muscle contraction signaling pathway (NES = 1.349; *P* = 0.000) (Figure 8D).

**FIGURE 8:**
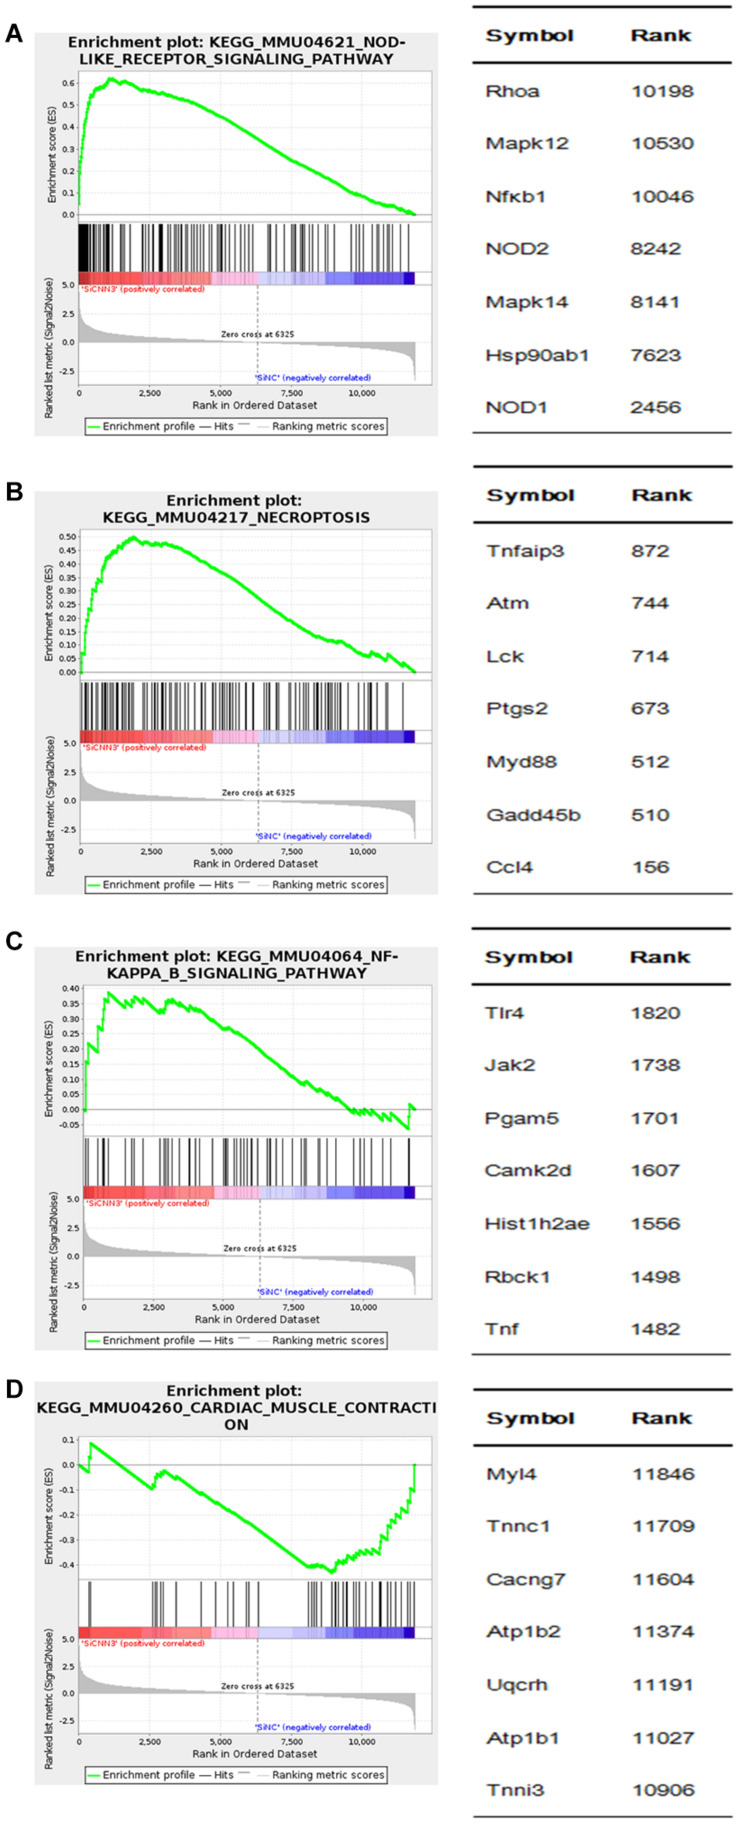
GSEA of differentially expressed genes in CNN3 knockdown C2C12 cells. GSEA results are shown. The upregulated genes in **(A)** nucleotide-binding oligomerization domain (NOD)-like receptor signaling pathway [normalized enrichment score (NES) = 1.869; *P* = 0.000], **(B)** necroptosis signaling pathway (NES = 1.698; *P* = 0.000), **(C)** NF-κB signaling pathway (NES = 1.428; *P* = 0.000), and the downregulated genes in **(D)** cardiac muscle contraction signaling pathway (NES = -1.349; *P* = 0.000).

## Discussion

Myogenesis is a complex process that consists of several major phases, including cell proliferation, differentiation, and fusion into myofibers (Horak et al., 2016). Although the mechanisms of myogenesis have been investigated extensively, the processes mediated by CNN3 remain largely unknown.

In this study, we investigated the effects of CNN3 on C2C12 myoblast proliferation, migration, differentiation, fusion, and protein synthesis. We found that CNN3 expression gradually increased during differentiation in C2C12 cells, and that during injury, the Pax7 and MyoD genes were upregulated. Our model of CTX-induced injury in skeletal muscle revealed that the general trend of CNN3 gene expression was similar to that of Pax7 and MyoD, suggesting that CNN3 may be involved in myogenesis.

Proliferation and migration of myoblasts are essential for muscle development, as they facilitate cellular alignment in preparation for differentiation and fusion (Wang et al., 2018). CNN3 plays a pivotal role in promoting the migration of cancer cells, skin cells, and trophoblast invasion (Shibukawa et al., 2010; Daimon et al., 2013; Kim et al., 2018; Nair et al., 2019; Xia et al., 2020). In xenografted cervical cancer cells, CNN3 acted as an oncogene, promoting cell viability and motility *in vitro* by altering the expression of ribosomal protein lateral stalk subunit P1 (Xia et al., 2020). CNN3 can upregulate multiple oncogenic pathways, such as those involving ERK1/2, β-catenin, c-Jun, heat shock protein 60, and mutant p53 (Nair et al., 2019). CNN3 knockdown decreased cell motility and contractility in primary fibroblasts, which are involved in actin stress fiber remodeling (Daimon et al., 2013). On the other hand, CNN3 knockdown in neuronal stem cells promoted proliferation, resulting in a higher number of stem cells within each sphere formed (Junghans and Herzog, 2018). Based on our results, we propose that CNN3 knockdown may suppress C2C12 myoblast proliferation and migration.

Myoblast differentiation and fusion are necessary for muscle formation during development and regeneration (Quinn et al., 2017). CNN3 is a negative regulator of trophoblast fusion via suppression of actin cytoskeletal rearrangement and syncytium formation (Shibukawa et al., 2010). Shibukawa et al. (2013) suggested that CNN3 impairs cellular fusion, and that it regulates actin cytoskeletal rearrangement via phosphorylation of the CNN3-specific C-terminal region. In that study, CNN3 knockdown revealed that CNN3 promotes skeletal myosin expression and fusion. However, in our research, we found that the expression of myogenic differentiation factors was delayed, and that the fusion index was decreased by CNN3 knockdown under myogenic differentiation conditions. These discrepancies may be caused by different cultural conditions.

Taken together, we propose that CNN3 expression regulates muscle development; nevertheless, the precise functions of CNN3 in muscle development are poorly understood. mTOR regulates proliferation and differentiation in various cell lines, which is associated with protein synthesis (Morita et al., 2015). Our results revealed that CNN3 promoted protein synthesis in C2C12 cells at both the proliferation and differentiation stages. mTOR is likely regulated by AKT and AMPK. AKT is activated during skeletal muscle hypertrophy, while AMPK activation induces muscle atrophy (Scrimgeour et al., 2001; Chen et al., 2017). Here, we speculate that the AKT and AMPK pathways participate in CNN3-regulated myogenesis. Our Western blot analyses confirmed the induction of AKT/mTOR and AMPK/mTOR by CNN3.

Multiple pathways contribute to skeletal muscle development. Tang et al. (2014) performed paired microRNA and mRNA profiling in the prenatal skeletal muscle of pigs and revealed that miR-1 regulated skeletal muscle development by targeting CNN3. In this study, we performed GO and KEGG analyses, and GSEA to explore the potential role of CNN3 in muscle development. We found that the genes upregulated by CNN3 knockdown were involved in necroptosis, apoptosis, and inflammation signaling pathways, while the downregulated genes were associated with muscle structure development, muscle contraction, striated muscle contraction, and muscle cell differentiation. 

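For apoptosis, 6 of 76 tested genes were called higher, 4.58 times the number expected (adjusted p = 0.00903, one-sided Fisher's exact test), and 9 were called adjusted over the list alone. The median log2 fold change of the list was 0.13, with 48 members above 0 (adjusted p = 0.0122, camera). With the most abundant transcripts tested one by one in place of genes, the set test gave an adjusted p of 0.0609. Ddit3, a stress-induced transcription factor gene (chromosome 10 of GRCm38, 127290774 to 127296288), was at 88.5 ± 28.6 FPKM in siNC and 462.3 ± 98.0 FPKM in siCNN3 (SD, n = 3). Ddit3 had a log2 fold change of 2.4 with a standard error of 0.245 (adjusted p = 0.0099, limma), and it was called except without siNC replicate 3 (adjusted p = 0.0642). Daxx and Gadd45g had log2 fold changes of 1.43 and 1.10 (adjusted p = 0.0392 and 0.0152, limma). With a library left out, Daxx was called only without siCNN3 replicate 3 (adjusted p up to 0.167 in the other fits), and Gadd45g without that library, siNC replicate 1 or siNC replicate 2 (adjusted p up to 0.0794). For inflammation, Il6 was at 8.81 ± 3.91 FPKM in siNC and 29.3 ± 2.30 FPKM in siCNN3 (SD, n = 3). Tnf was under the filter on low values, at 0.366, 0.233 and 0.2996 FPKM in siNC and 0.407, 0.743 and 0.320 FPKM in siCNN3.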

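The list for the actin cytoskeleton, without sarcomere genes, had 58 tested members with a median log2 fold change of -0.16, 41 of them below 0 (adjusted p = 0.00317, camera). It was not called under fry (adjusted p = 0.305). One member was called, Fhl2, which was higher (log2 fold change 0.75, standard error 0.126, adjusted p = 0.0403, limma), but with 1 library left out only when that was siCNN3 replicate 3 (adjusted p up to 0.190 in the other fits). Adjusted over the list alone it was also 1 gene. The calponin genes Cnn1 and Cnn2 had log2 fold changes of -0.17 and -0.21 (adjusted p = 0.808 and 0.462, limma), and their FPKM were 1.12 ± 0.697 and 134.8 ± 16.0 in siNC and 0.816 ± 0.236 and 116.3 ± 8.01 in siCNN3 (SD, n = 3). The paper reports that CNN2 mRNA rose slightly with siCNN3 in differentiating myoblasts. Here Cnn2 was on the lower side, between -0.31 and -0.15 with each library left out, but it was not called and the groups overlapped.
For the transport of peptides into the endoplasmic reticulum, Tap1 (chromosome 17 of GRCm38, 34187553 to 34197225) was at 0.726 ± 0.204 FPKM in siNC and 13.7 ± 5.60 FPKM in siCNN3 (SD, n = 3). Its log2 fold change was 3.03 with a standard error of 0.285 (adjusted p = 0.00972, limma), and it was called except without siNC replicate 3 (adjusted p = 0.0584). A transcript of Tap1 is listed at 0 in 1 library and at 10 FPKM or more in another of its group. Tap2, chosen after its values were seen, had a log2 fold change of 1.56 and was not called (adjusted p = 0.214, limma). Among class I MHC genes, H2-K1 (chromosome 17, 33996017 to 34000347) was at 41.6 ± 10.5 FPKM in siNC and 338.8 ± 59.5 FPKM in siCNN3 (SD, n = 3), a log2 fold change of 3.01 with a standard error of 0.220 (adjusted p = 0.00473, limma). H2-Q4 (chromosome 17, 35379617 to 35385290), of class Ib, was at 41.8 ± 11.4 FPKM in siNC and 293.4 ± 51.7 FPKM in siCNN3 (SD, n = 3), a log2 fold change of 2.80 with a standard error of 0.229 (adjusted p = 0.0051, limma). H2-K1 and H2-Q4 were called with any library left out, though class I genes are similar enough for reads to be shared between them. The antigen processing list as a whole had a median log2 fold change of 0.31 (adjusted p = 1.03e-05, camera), and of 0.01 without its interferon response genes (adjusted p = 0.110), an alternative chosen after the data were seen.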

GO analysis revealed that the differentially expressed mRNAs in siNC and siCNN3 groups were involved in actin-cytoskeleton, endoplasmic reticulum (ER) transport, MHC class Ib protein binding, etc. CNN3 was reported to take part in actin-cytoskeleton based activities in myoblast fusion and embryonic brain and systemic development (Shibukawa et al., 2013; Junghans and Herzog, 2018). Rock-dependent CNN3 regulates actin cytoskeletal rearrangement via phosphorylation of the CNN3-specific C-terminal region, which impairs the fusion of myoblasts (Shibukawa et al., 2013). Knockout of CNN3 in mice lead to massive malformations in embryonic and neonatal lethality by regulating actin cytoskeletal reorganization (Junghans and Herzog, 2018). Notably, the results of our KEGG and GSEA indicated that the NOD-like receptor (NLR) signaling pathway was affected by CNN3 knockdown. The NLR signaling pathway is over-active in patients with muscular dystrophy. Furthermore, lipopolysaccharides directly induce muscular atrophy by engaging the Toll-like receptor 4 and/or NOD2 signaling pathways in muscle cells, which then suppress AKT/mTOR/FOXO1 signaling (Liu et al., 2016). Sustained NLRP3 inflammasome activation in dystrophin-deficient mdx mice led to muscle fiber loss and increased inflammation (Chang et al., 2019). In Duchenne muscular dystrophy patients, the NLRP3 inflammasome is upregulated, and ablation of NLRP3 attenuated the dystrophic phenotype (Boursereau et al., 2018). These analyses indicate that inhibition of CNN3 may activate the NLR signaling pathway, thus causing myocyte atrophy.

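Of the receptors themselves, Nod1 (chromosome 6 of GRCm38, 54923949 to 54972612) was at 2.78 ± 0.619 FPKM in siNC and 3.32 ± 0.0931 FPKM in siCNN3 (SD, n = 3). Its log2 fold change was 0.21 with a standard error of 0.167, and it was not called (adjusted p = 0.585, limma). Nod2 (chromosome 8, 88647315 to 88688474) was at 2.43 ± 0.238 FPKM in siNC and 1.84 ± 1.08 FPKM in siCNN3 (SD, n = 3), a log2 fold change of -0.35 with a standard error of 0.3 (adjusted p = 0.611, limma). Nlrp3 has no transcript among those listed and was not analysed here. Tlr4 was at 5.03, 37.6 and 6.64 FPKM in siNC and at 33.4, 32.5 and 26.4 FPKM in siCNN3, with a log2 fold change of 1.38 (adjusted p = 0.360, limma), and was called without siNC replicate 2 (adjusted p = 0.0100). Foxo1 had a log2 fold change of 0.07 (adjusted p = 0.9, limma). From the pathway enrichment and the enrichment scores, together with reports of this pathway in muscular dystrophy and atrophy, the paper proposes that inhibition of CNN3 may activate NLR signaling and in this way cause atrophy of myocytes.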

One limitation to our study is that we did not overexpress CNN3; however, this was because of the naturally high CNN3 expression in C2C12 cells. Our GSEA provided insight into the potential molecular mechanisms governed by CNN3 during skeletal muscle development. Further studies are needed to deepen our understanding of the involvement of CNN3 in various pathways such as NLR. Besides, since the isoforms of CNN have largely conserved structures and functions, we also detected the expression of CNN2 in differentiating myoblasts with and without siCNN3 treatment. As the result showed, CNN2 had a slight increase in mRNA expression, but there was no significant difference in protein expression between two groups (Supplementary Figure 2). We speculated CNN3 in C2C12 differentiation do not work through the known conservative functional domains shared by CNN2. Other regulating mechanisms processing differentiation of CNN3 in C2C12 merits further investigation.

## Conclusion

In this study, we knocked down CNN3 in C2C12 cells to explore its functions. CNN3 knockdown caused reductions in cell proliferation, migration, myogenic differentiation, fusion, and protein synthesis via the AKT/mTOR and AMPK/mTOR pathways; these effects were reversed by MHY1485 treatment. The KEGG and GSEA indicated that inhibiting CNN3 may activate several pathways, including the NOD-like receptor pathway and pathways involved in necroptosis, apoptosis, and inflammation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE164407.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of Guangdong Second Provincial General Hospital.

## Author Contributions

RC conceived and designed the experiments. YS, SL, and SZ performed the *in vitro* experiments. SL and HS performed the *in vivo* experiments. CL and TJ analyzed the data. YS, CL, and RC wrote the manuscript. All authors read and approved the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Knockdown of CNN3 Impairs Myoblast Proliferation, Differentiation, and Protein Synthesis via the mTOR Pathway
**Source:** Front Physiol. 2021 Jul 8;12:659272. doi: 10.3389/fphys.2021.659272
**Supplement:** Supplementary file 1

**Supplementary**

**Title:** **Knockdown of CNN3 impairs myoblast proliferation, differentiation and protein synthesis through** **mTOR pathway**

**Authors:**

Yanling She^1*^, Cheng Li^1*^, Ting Jiang^2^, Si Lei^1^, Shanyao Zhou^1^, Huacai Shi^1^ and Rui Chen^1^

**Address of the institution:**

^*^ Contributed equally

**Suppl. Table 1.** siRNA sequences

| siRNA | sence (5′ to 3′) | anti-sence (5′ to 3′) |
| --- | --- | --- |
| NC siRNA | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| CNN3 siRNA1 | GCCUAGGCAUUGGCACCAATT | UUGGUGCCAAUGCCUAGGCTT |
| CNN3 siRNA2 | CCAUUGACAUUGGCGUUAATT | UUAACGCCAAUGUCAAUGGT |
| CNN3 siRNA3 | GGGCACCAAUGGGUCGGAATT | UUCCGACCCAUUGGUGCCCTT |
| GAPDH siRNA | CACUCAAGAUUGUCAGCAATT | UUGCUGACAAUCUUGAGUGAG |

**Suppl. Table 2.**  Primers for the detected mRNAs

| mRNA | Forward primer (5′ to 3′) | Reverse primer (5′ to 3′) |
| --- | --- | --- |
| 18S | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |
| CNN3 | TTCAGGGATGGATCTCAAGG | AGCCATCTCTCCAGTCCTCA |
| Myog | GGCAATGCACTGGAGTTCG | AGCCGCGAGCAAATGATC |
| Myh1 | CTCTTCCCGCTTTGGTAAGTT | CAGGAGCATTTCGATTAGATCCG |
| Myh2 | AAGTGACTGTGAAAACAGAAGCA | GCAGCCATTTGTAAGGGTTGAC |
| Myh4 | TTGAAAAGACGAAGCAGCGAC | AGAGAGCGGGACTCCTTCTG |
| Myh7 | ACTGTCAACACTAAGAGGGTCA | TTGGATGATTTGATCTTCCAGGG |
| MEF2A | CAGGTGGTGGCAGTCTTGG | TGCTTATCCTTTGGGCATTCAA |
| CDK2 | GCGACCTCCTCCCAATATCG | GTCTGATCTCTTTCCCCAACTCT |
| CDK4 | ATGGCTGCCACTCGATATGAA | TCCTCCATTAGGAACTCTCACAC |
| CDK6 | GGCGTACCCACAGAAACCATA | AGGTAAGGGCCATCTGAAAACT |
| Ki67 | ATCATTGACCGCTCCTTTAGGT | GCTCGCCTTGATGGTTCCT |
| cyclin D | GCGTACCCTGACACCAATCTC | CTCCTCTTCGCACTTCTGCTC |
| MyoD | CCACTCCGGGACATAGACTTG | AAAAGCGCAGGTCTGGTGAG |

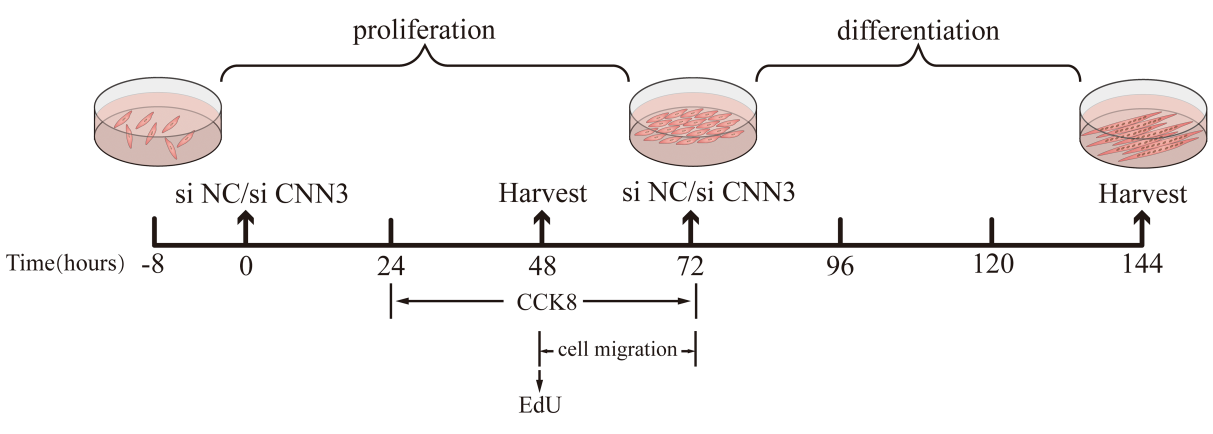

**Suppl. Figure 1.** Timeline of the experiments

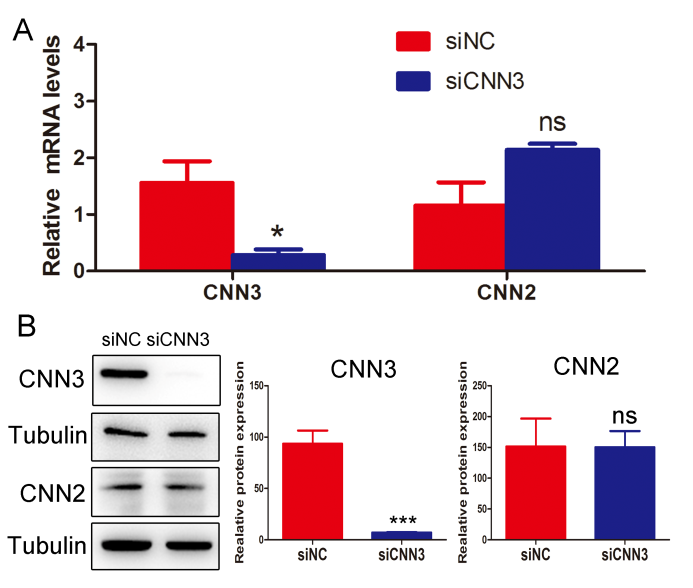

**Suppl. Figure 2.** The relative expression of CNN2 in siNC and siCNN3 groups during C2C12 differertaration

(A) The relative mRNA expression of CNN3 and CNN2 in siNC and siCNN3 groups. (B) Western blot analysis of CNN3 and CNN2 in siNC and siCNN3 groups. **P*< 0.05, ****P*< 0.001 compared with the siNC group, ns: not significant.

How the deposited data were processed for this re-analysis (not part of the article)

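RNA of 3 cultures of C2C12 cells transfected with NC siRNA (siNC) and of 3 transfected with CNN3 siRNA (siCNN3) was sequenced. The authors made FPKM values from these libraries, as deposited for 24023 Ensembl transcripts, and the aligner, the program that estimated the values, the annotation and the read numbers are not named in the paper's text. The depth is therefore unknown, and no counting error can be given. Identifiers were matched to GENCODE transcripts of GRCm38 without their version, which matched 23949 of them, compared with 22790 with the version. The 74 that were not matched held between 0.159% and 0.220% of the FPKM of a library and were left out. FPKM of the transcripts of a gene were summed, since 6066 of the 11835 genes have more than 1.
Genes with a mean of at least 0.5 FPKM over the 6 libraries were kept, a pseudocount of 1 was added, and the log2 values were fitted with limma 3.58.1 in R 4.3.3 (moderated test with a mean-variance trend, Benjamini-Hochberg adjustment, threshold 0.05). Both groups have 3 libraries, and an exact permutation test of 3 against 3 cannot give a p below 0.1. On simulated data with 200 of 11593 genes changed by 2 on the log2 scale, this fit was tested and called 180 genes, of which 177 were changed genes and 3 were not, and it called 0 genes when none was changed. Genes were simulated independently, and those changed were not taken from low values and were higher and lower in equal numbers. Variation shared between genes was not simulated, so these shares of false calls need not hold for the real libraries. Over-representation was tested with a one-sided Fisher's exact test and whole lists with camera of limma at a correlation of 0.01. Enrichment scores used the signal-to-noise ratio of FPKM, with the SD of a group set to at least 0.2 of its mean, and 10000 random lists.
The 23 lists cover the response to interferon and virus, herpes simplex infection, influenza A, NOD-like receptor signaling, necroptosis, NF-κB signaling, antigen processing, cytosolic and mitochondrial aminoacyl-tRNA synthetases, targets of the transcription factor ATF4, chaperones of the endoplasmic reticulum, muscle contraction, myogenic regulators and fusion factors, cardiac muscle contraction, extracellular matrix receptor interaction, focal adhesion, African trypanosomiasis, the actin cytoskeleton, apoptosis, the cell cycle, blood and immune cell markers, cholesterol synthesis and glutathione metabolism. Genes are named where the paper names them, where they are among the 10 called genes with the largest increase or decrease whose groups do not overlap, or where they are among the 3 members of a list with the largest change past the threshold. Not every gene that meets these rules is printed. Other genes are said to be chosen after their values were seen.
The siRNA sequences of the paper's supplement were placed on the Cnn3 transcript by exact match. For each siRNA, the median log2 fold change of genes whose longest 3' UTR holds a match to positions 2 to 8 of the antisense strand was compared with that of genes without one, and the difference was set against other 7-mers found in a number of 3' UTRs within 20% of its own. A shift of 0.3 placed in simulated data was recovered by this test.
Alternatives were another pseudocount (0.1), no filter or a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, the replicate number as a block, each library left out, an added fold change threshold, an unadjusted p with a fold change of 1.5, a Student's test of each gene, limma without a trend, each transcript tested on its own, fry or an estimated correlation in place of camera's preset, Reactome pathways from the R package fgsea 1.28.0, lists without interferon response genes, and other definitions of the seed match. Removing genes with failed estimates at 0, and removing each library's trend with GC content and length by splines with 4 degrees of freedom, were added after the data were seen, as were 1000 draws that left out as many other members as a list shares with the interferon response. Tables were read with data.table 1.17.8, and the seed test and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.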

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

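The tests of the ATF4 target list against endoplasmic reticulum chaperones, against GC content and length, against the normalization and against other splits of the libraries were chosen after its result was seen, and the list itself and its test beside the synthetases were set earlier.
The targets of ATF4, a transcription factor of the integrated stress response, are a signal among genes that the paper does not discuss as a group. The list was written without the aminoacyl-tRNA synthetases. Its 38 tested members had a median log2 fold change of 1.49 in siCNN3 against siNC, with 36 above 0 (adjusted p = 2.38e-25 from limma's camera, 0.031 from fry, and 0.299 with an estimated correlation, with a range of 1.35e-27 to 0.299 over all alternatives). With each library left out in turn, the median stayed between 1.29 and 1.80. Of the members, 13 were called higher, 19.8 times the number expected (adjusted p = 6.92e-13, one-sided Fisher's exact test), and 34 were called adjusted over the list alone.
Trib3 (chromosome 2, 152337422 to 152344032) was at 4.03 ± 0.903 FPKM in siNC and 39.1 ± 16.5 FPKM in siCNN3 (SD, n = 3), a log2 fold change of 2.91 with a standard error of 0.350 (adjusted p = 0.0144, limma), and only siNC replicate 2 or siCNN3 replicate 3 could be left out without losing the call (adjusted p up to 0.0734). Chac1 (chromosome 2, 119351229 to 119354381) was at 6.29 ± 1.79 FPKM in siNC and 48.8 ± 7.68 FPKM in siCNN3 (SD, n = 3), with a log2 fold change of 2.79 (adjusted p = 0.00473, limma), and was called with any library left out. Nupr1 was at 42.6 ± 15.0 FPKM in siNC and 298.9 ± 84.0 FPKM in siCNN3 (SD, n = 3), with a log2 fold change of 2.79 (adjusted p = 0.0099, limma), and was not called without siNC replicate 3 (adjusted p = 0.0642). Atf4 itself, chosen after its values were seen, had a log2 fold change of 1.03 (adjusted p = 0.0427, limma), and with 1 library left out it was called only when that was siCNN3 replicate 3 (adjusted p up to 0.164).
The cytosolic synthetases rose with this list. Before the deposited values were examined, a test was set from terms for serine transport and aminoacyl-tRNA synthesis in the paper's Figure 7. Those terms come from these same libraries, so the test is not independent of the paper's enrichment. It asked whether ATF4 targets other than the synthetases were also higher as a set, which they were (adjusted p = 2.38e-25, camera). This is consistent with a rise of the synthetases as part of the ATF4 response.
Several technical explanations were weighed. The authors' normalization as the whole cause is argued against by quantile normalization, under which the list stayed past the threshold (adjusted p = 3.12e-26, camera). A trend with GC content and length is argued against in the same way, since the list stayed past the threshold after that trend was removed (adjusted p = 1.9e-26, camera). Unfolded proteins in the endoplasmic reticulum may activate the same targets, but the 25 tested chaperones and folding factors had a median log2 fold change of -0.236 (adjusted p = 0.0238 from camera, 0.471 from fry), on the lower side. Without siNC replicate 2 it was -0.101 and not called (adjusted p = 0.277), and testing each transcript also lost the call, so the list was not higher under these alternatives, but its fall was not stable. The splits alone cannot exclude chance, because the real split gave the smallest camera p of the 10 (1 of 10) and 3 libraries against 3 allow no smaller share. The siRNA duplex itself and the loss of Cnn3 were not separated by the design, so a response to either stays open, and no difference in harvest or medium was recorded that could be tested.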

How the results depend on the processing

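These tests and alternatives were chosen after the data were seen: the 2 definitions of failed estimates, removal of the GC and length trend, the antigen processing and apoptosis lists without interferon response genes, and the Reactome pathway picked for each list.
No result or named gene that passed the threshold moved past it on the other side of 0 under an alternative. Several genes that were not called and the medians of the lists for necroptosis, NF-κB, the cell cycle, glutathione metabolism, mitochondrial synthetases and African trypanosomiasis, whose camera tests with all libraries were not past the threshold, did change sign, and ratios that fell to 0 were counted as lost and not as reversed. The over-representation of the interferon response list kept its side of the threshold under all 21 alternatives that gave called genes, with ratios to the number expected of 18.4 to 47.2 when a library was left out. The herpes list kept it except without its interferon response genes. Of 98 named genes, 44 stayed on the same side of the threshold under every limma fit and 54 did not, and a Student's test of each gene with adjustment called none of them.
Numbers of called genes moved most. A Student's test of each gene gave 0 higher and 0 lower genes after adjustment, and 1084 higher and 716 lower genes without it. An unadjusted p with a fold change of 1.5 gave 680 higher and 301 lower genes. Testing each transcript gave 100 higher and 17 lower. Genes called lower numbered 63 under median-of-ratios scaling and 93 after quantile normalization, with 38 of the 39 shared in each. With 1 library left out, 16 to 444 genes were called higher and 4 to 161 lower. Without siCNN3 replicate 3, 193 of the 200 higher and 33 of the 39 lower genes were kept, and without siNC replicate 3, 14 and 1. For Cnn3 the log2 fold change was between -1.46 and -0.95, and it passed the threshold without siCNN3 replicate 2. The cause was not tested.
The replicate number as a block gave 62 higher and 6 lower genes, a ratio of 0 for extracellular matrix receptor interaction, and a median of 0.0863 for necroptosis, past the threshold. Libraries with the same number correlated at -0.278, 0.314 and -0.0247 after the group means were removed. These values show no effect shared by every same-number pair. They cannot decide whether the cultures were paired, since there are only 3 pairs and differently numbered libraries were not set beside them.
Without interferon response genes, the ratio to the number expected was 2.09 for the herpes list, 1.11 for NOD-like receptor signaling and 0.591 for influenza A, no longer past the threshold. The median of the NOD-like receptor list was then 0.13 and that of antigen processing 0.0146, also not past it. These results depended on the removed genes.
With Reactome pathways, NOD-like receptor signaling gave a ratio of 3.31 and a median of 0.15, no longer past the threshold. The pathways for focal adhesion (ratio 13.5), necroptosis (median 0.22) and NF-κB (median 0.16) passed it. The cause was not tested.
Over-representation of extracellular matrix receptor interaction was lost with median-of-ratios scaling (7.83), an added fold change threshold (9.49), limma without trend (7.96), each transcript tested (0) and the GC and length trend removed (5.03). That of African trypanosomiasis was lost without a filter (19.7), with limma without trend (20.8), each transcript tested (0), and without genes with a transcript at 0 and at 10 FPKM or more in any libraries (22.4). The cause was not tested, beyond the small number of called genes in these lists. With a library left out, ratios ranged from 0 to 9.19 for the former, 0 to 128.8 for the latter, 4.42 to 12.0 for NOD-like receptor signaling, 4.96 to 12.0 for influenza A and 14.4 to 73.8 for muscle contraction.
Camera with an estimated correlation left no set test past the threshold, at unchanged medians of 0.18 for NOD-like receptor signaling, -0.13 for cardiac muscle contraction, 1.49 for ATF4 targets, 2.62 for interferon response, -0.36 for muscle contraction, 0.13 for apoptosis, -0.16 for the actin cytoskeleton, 0.31 for antigen processing and 1.03 for synthetases. Only the allowance for correlated genes differs in this alternative. Fry left cardiac muscle contraction (-0.13) and the actin cytoskeleton (-0.16) not past the threshold, and NF-κB (0.0625) past it. A filter at 5 FPKM removed the call for cardiac muscle contraction (-0.11), a pseudocount of 0.1 added one for necroptosis (0.0877), and testing each transcript removed that for apoptosis (0.10). The cause was not tested. With a library left out, medians were 0.0161 to 0.14 for necroptosis, which passed the threshold in 3 of the 6 fits, and 0.0595 to 0.10 for NF-κB, which passed it without siNC replicate 1.
The shift of genes with the CNN3 siRNA2 seed was -0.0629 with the 6-mer and -0.0718 with the 7-mer anywhere in the transcript, not past the threshold. The cause was not tested.
Alternatives for raw counts were not run, since the values are FPKM. The Reactome pathways matched to ATF4 targets and synthetases hold too few genes for a test, and none was matched to the herpes, influenza or trypanosomiasis list. The unknown depth leaves open how precise low values are, and values of 0 are the least certain.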

Differences from the paper's values

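Among the tests named here, those with Reactome pathways and with the earlier definition of failed estimates were chosen after the values were seen. Enrichment scores were taken to differ by more than their jackknife error over left-out libraries or by sign, and ranks and -log10 p from figures where one was over 1.5 times the other. Of 40 values of the paper that were compared, 28 did not differ. The cardiac muscle score is among the 40 with each of the signs that the paper gives. Ranks were counted from the top, so 1.5 times is a wide margin for genes near the end. A gene there can count as not differing from a rank much nearer the middle. The count therefore does not measure how closely the paper was reproduced.
For NOD-like receptor signaling the paper's normalized enrichment score is 1.869, and the value here is 2.16. With a filter at 5 FPKM it was 2.00 and did not differ, and it differed with each library left out, no filter, both scalings, each transcript tested, the Reactome pathway and the list without interferon response genes. Without genes with failed estimates by the earlier definition, it was 1.90, within the error, and by the definition that replaced it 2.06, beyond the error. For cardiac muscle contraction the paper's text gives 1.349 and the value here is -1.67, which differed under every alternative, including the Reactome pathway. The legend of Fig. 8 gives the paper's value as -1.349. From that value, -1.67 differed by more than the error, but not the scores with a filter at 5 FPKM (-1.33), without siNC replicate 3 (-1.45) or without siCNN3 replicate 3 (-1.51). Those with no filter, both scalings, each transcript tested, the Reactome pathway or another library left out did differ.
For ranks by signal-to-noise, the paper's figures print positions that were read by eye. Nfkb1 is at about 10000 in Fig. 8A, read by eye, and at 5322 here. Without siNC replicate 3 (8273) or siCNN3 replicate 2 (9593) it did not differ, and under the other alternatives it did. Tnfaip3 is at about 870 in Fig. 8C, read by eye, and at 6451 here, and it differed under every alternative. Lck is at about 710 in Fig. 8C, read by eye, and at 1140 here. It did not differ with median-of-ratios scaling (1048) or quantile normalization (965), had no rank with a filter at 5 FPKM, and differed under the others. Myd88 is at about 510 in Fig. 8C, read by eye, and at 787 here. It did not differ with median-of-ratios scaling (639), quantile normalization (605), a filter at 5 FPKM (544) or without siCNN3 replicate 3 (423), and did under the others. Tnni3 is at about 11000 in Fig. 8D, read by eye, and at 6662 here. It did not differ without siNC replicate 1 (7961), siNC replicate 2 (7826) or siCNN3 replicate 3 (8062), had no rank with a filter at 5 FPKM, and differed under the others.
For over-representation, the paper's figures give -log10 p, which depends on the number of genes called, and the paper's text does not name its threshold for calling them. NOD-like receptor signaling is at about 13 in Fig. 7G, read by eye, and at 5.83 here. Without siNC replicate 2 (10.2) and with an unadjusted p and a fold change of 1.5 (9.35) it did not differ, and under the other alternatives it did. Extracellular matrix receptor interaction is at about 4.6 in Fig. 7H, read by eye, and at 1.97 here. Without siCNN3 replicate 3 (4.36) and with an unadjusted p and a fold change of 1.5 (5.56) it did not differ, and under the others it did. African trypanosomiasis is at about 4.5 in Fig. 7H, read by eye, and at 2.79 here. It did not differ with a filter at 5 FPKM (4.89), median-of-ratios scaling (3.93), quantile normalization (3.43), an added fold change threshold (3.14), an unadjusted p with a fold change of 1.5 (4.13) or a Student's test of each gene at an unadjusted p (3.27), and did under the others run for it. Glutathione metabolism is at about 2.4 in Fig. 7H, read by eye, and at 0.889 here. It did not differ without siCNN3 replicate 3 (2.61), with an unadjusted p and a fold change of 1.5 (2.4) or a Student's test of each gene at an unadjusted p (1.92), and did under the others run for it.
The paper ranks focal adhesion among the leading pathways of the lower transcripts. Outside its extracellular matrix members, 1 of 114 genes was called lower here (2.61 times the number expected). As a set the list was lower, on the side that the paper states, with 74 of 114 members below 0 (adjusted p = 0.00454 from camera, 0.211 from fry) and an enrichment score of -1.60, and the Reactome pathway for integrin interactions gave 13.5 times. The paper also reports the higher genes as enriched for necroptosis and NF-κB signaling. Among the genes called higher, NF-κB signaling was over-represented (4.33 times, adjusted p = 0.0247, one-sided Fisher's exact test), though 2 of its 5 such genes are interferon response genes. Necroptosis was not (1.74 times, adjusted p = 0.714, one-sided Fisher's exact test). The enrichment scores of these lists were on the same side here (1.63 for necroptosis and 1.51 for NF-κB). Camera did not call them (adjusted p = 0.0513 and 0.1), while fry, a pseudocount of 0.1, the Reactome pathways and some left-out libraries each called 1 or both, with adjusted p from 0.0302 to 0.478 for necroptosis and from 0.0309 to 0.353 for NF-κB over all alternatives.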

Other observations

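The tests chosen after the results were seen are those of the interferon list and the seed shift against GC content and length, of the interferon list against Cnn3 levels, the siRNA duplex and other splits, of the splits of each single list, of the hemoglobin genes, of failed estimates, of exchanged labels and of enrichment scores without interferon response genes. The test of seed sites in genes called lower was written after the seed shift was seen and before its own count was, and the others were set earlier.
Other splits of the 6 libraries into 3 and 3 were fitted in the same way. The real split was the only 1 of the 10 with as many called genes (239), and the others gave at most 2. By the camera p, the real split also came first (1 of 10) for the lists for interferon response, NOD-like receptor signaling, necroptosis, NF-κB signaling, cardiac muscle contraction, muscle contraction, apoptosis, antigen processing and synthetases, while for the actin cytoskeleton 2 of the 10 splits gave a p as small. The splits alone cannot exclude chance for any of these, since 3 against 3 allow no share under 0.1.
At an unadjusted p below 0.05, the real split gave 1864 genes, but the split that puts siNC replicate 2 on the side of siCNN3 and siCNN3 replicate 3 on the side of siNC gave 2672, with 0 called by limma after adjustment. If these labels had been exchanged, Cnn3 would be low in siNC replicate 2, and it was at 61.4 FPKM there, at the level of the other siNC libraries. That argues against exchanged labels. The first principal component held 53.8% of the variance, and siCNN3 replicate 3 lay between the groups on it. The second held 21.9%, with siNC replicate 2 and siCNN3 replicate 3 at its opposite ends. Relative to the siNC mean, the cell cycle list was at -0.44, 0.38 and 0.06 in siNC replicates 1, 2 and 3. In siCNN3 replicates 1, 2 and 3 it was at 0.30, 0.23 and -0.35. Its values, compared after the data were seen, separate the sides of the split with 2672 genes. A difference in cell cycle genes across the groups stays open. No batch is recorded that could be tested.
Failed estimates at 0 may bias called genes. Without the genes that have a transcript at 0 in 1 library and at 10 FPKM or more in another of its group, 237 genes were called, compared with 239, so they do not account for the number. That definition replaced an earlier one, any libraries in place of the same group, after its values (148 higher and 28 lower genes) were seen, because the earlier one also removes genes induced from 0.
Interferon response genes explain part of other lists. Without the 20 members that it shares with the interferon list, NOD-like receptor signaling no longer passed the set test (adjusted p = 0.162, camera), which is consistent with the shared genes carrying its call. Necroptosis gave 0.358 by camera, which leaves it open, since the whole list had not passed either. Its enrichment score had passed and did not without its 7 shared genes (1.23, permutation p = 0.138), and neither did that of NF-κB without 3 (1.195, permutation p = 0.19). When as many other members were drawn at random and left out, the score was lost in 0 of 1000 draws for necroptosis and in 22 of 1000 for NF-κB. This is consistent with the shared genes carrying these scores too. Over all alternatives the adjusted p of camera ran from 2.91e-05 to 0.334 for NOD-like receptor signaling and from 0.0302 to 0.478 for necroptosis.
Several explanations of the interferon response itself were tested. Blood or immune cells in the siCNN3 cultures would raise their markers, whose median log2 fold change was -0.642 over 7 tested genes (adjusted p = 0.00242 from camera, 0.031 from fry), including 2 hemoglobin genes. Of these 7, 1 was called lower, Hbb-bs, and 2 were called adjusted over the list alone. Cd53, a leukocyte marker, had a log2 fold change of 0.59 and was not called (adjusted p = 0.358, limma). The fall of the hemoglobin genes argues against red blood cells in the siCNN3 cultures. Leukocytes there stay open, because the 5 leukocyte markers were few and none was called (adjusted p between 0.312 and 0.626, limma). Lyz1 and Lyz2 were at no more than 3.31 and 4.80 FPKM in any library, and Cd53 was on the higher side. Trends with GC content and length are argued against because the list stayed past the threshold once they were removed (adjusted p = 1.92e-55, camera, with a range of 7.54e-63 to 0.299 over all alternatives). Cnn3 mRNA as the only determinant is argued against by the siNC libraries, where the mean of the list ranged over 1.441 on the log2 scale, or 52.2% of the group difference of 2.76, while Cnn3 ranged over 0.0335. The siRNA duplex or its transfection cannot be told apart from the loss of Cnn3, because only 1 condition with CNN3 siRNA was sequenced and no second siRNA or rescue. A response to the loss of CNN3 also stays open and was not tested. Ifnb1, chosen after its values were seen, was listed at 0, 0.225 and 0 FPKM in siNC and at 6.603, 7.78 and 1.01 FPKM in siCNN3 (adjusted p = 0.0976, limma), and it was called without siCNN3 replicate 3 (adjusted p = 0.0014). Mx1, also chosen after, had a log2 fold change of 3.95 (adjusted p = 0.0442, limma) and was called with 1 library left out only without siCNN3 replicate 3 (adjusted p up to 0.177), and a transcript of it is among those with failed estimates. Eif2ak2, chosen in the same way, had 1.63 and was not called (adjusted p = 0.0818), except without siNC replicate 2.
Seed matches were tested for all 4 siRNAs, since the paper's text does not name the CNN3 siRNA of the sequenced cultures. The 141 genes with a 3' UTR match to the seed of CNN3 siRNA2 (GGCGTTA) had a median log2 fold change of -0.131, compared with 0.0296 for 11352 genes without one. The shift of -0.161 was beyond those of all 888 other 7-mers of similar frequency (two-sided permutation p = 0.00112, the smallest they can give; adjusted p = 0.0045 over the 4 siRNAs, with a range of 0.00403 to 0.398 over all alternatives). Of the genes with the match, 66.0% were lower, compared with 45.9% of the others. The shifts for CNN3 siRNA1 (-0.0296), CNN3 siRNA3 (-0.0661) and NC siRNA (-0.0283) were not past the threshold (adjusted p = 0.469, 0.469 and 0.659, permutation test). After the trend with GC content and length was removed the shift of siRNA2 was -0.109 and still beyond the other 7-mers, which argues against that trend as its whole cause. The values are consistent with a small effect of the CNN3 siRNA2 seed on many genes. They do not explain the genes called lower, of which 0 of 38 with a 3' UTR carry the site. At an unadjusted p below 0.05, 15 of 698 lower genes carry it, compared with 8.56 expected (one-sided Fisher's exact test, p = 0.0241). These p-values are over genes and not over cultures.
Hemoglobin genes were lower in siCNN3. Hba-a1 and Hba-a2 had log2 fold changes of -1.80 and -1.98 (adjusted p = 0.0525 and 0.0664, limma), beside Hbb-bs and Hbb-bt, which were called. The alpha and the beta genes are each near-identical pairs, so reads can be split between them. RNA of blood cells in the siNC cultures may be a source. Of 5 leukocyte markers with enough FPKM, 1 (Cd14) was highest in siNC replicate 2, the library with the most hemoglobin, and with so few markers at low levels this source cannot be told apart from a change in the cells.
Other genes that the paper measured by other methods or shows in Figure 8 were not called by limma. Myog, Myod1 and Mef2a had log2 fold changes of -0.85, -0.42 and -0.56 (adjusted p = 0.159, 0.312 and 0.161), with every siCNN3 library below every siNC library. The paper measured cell cycle genes and MyoD in proliferating myoblasts and describes the sequenced cultures as differentiating. That stage was taken from the paper and not tested, so it is not given as the cause of a difference. In siNC, Mki67 had a mean of 37.6 FPKM, and the muscle genes Myog and Acta1 had means of 2.18 and 28.4 FPKM. The muscle genes Myh3 and Ckm, chosen after their values were seen, had siNC means of 2.41 and 0.680 FPKM. The adult myosin heavy chain genes that the paper measured have no listed transcript. Only siNC and siCNN3 cultures were sequenced, with none of a known other stage, so these values cannot place the stage. Cdk2, Cdk4, Cdk6, Ccnd1 and Mki67 had -0.09, -0.03, -0.18, 0.16 and -0.13 (adjusted p between 0.539 and 0.968). Akt1, Mtor, Prkaa1 and Prkaa2 had 0.08, -0.17, 0.13 and -0.25 (adjusted p between 0.604 and 0.846). Gapdh had 0.13 (adjusted p = 0.917), with a failed estimate of a transcript. Of the genes in Figure 8, Rhoa, Mapk12, Mapk14 and Hsp90ab1 had -0.41, -0.29, -0.07 and -0.08, Atm, Lck and Gadd45b had 0.85, 0.62 and 0.84, and Jak2, Pgam5, Camk2d, Hist1h2ae and Rbck1 had 0.32, 0.33, 0.42, 0.23 and 0.29 (adjusted p between 0.101 and 0.831). Rhoa, Atm, Lck and Camk2d were called without siCNN3 replicate 3. Pax7 has no transcript among those listed and was not analysed here.
The remaining lists gave few calls. The 52 cell cycle genes had a median and a mean log2 fold change of 0.08 and 0.06, while camera gave their direction as lower (adjusted p = 0.959). The set was not stable, as camera called it lower without siNC replicate 1 (median -0.13, adjusted p = 0.0285) and higher without siNC replicate 2 (median 0.26, adjusted p = 0.0472) or siCNN3 replicate 3 (adjusted p = 0.0397). Of these genes, 0 were called by limma over all genes or over the list alone. The 25 cholesterol synthesis genes had a median of -0.27 (adjusted p = 5.12e-05 from camera, 0.147 from fry), with 0 called. Fn1 and Hspa5, chosen after their values were seen, fell by 0.67 and 0.79 on the log2 scale and were not called (adjusted p = 0.0873 and 0.378, limma), except Fn1 without siCNN3 replicate 3.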
